# MLL-AF9 regulates transcriptional initiation in mixed lineage leukemic cells

**DOI:** 10.1016/j.jbc.2024.107566

**Published:** 2024-07-11

**Authors:** Zimei Yang, Ge Zhang, Ruoyu Zhao, Tian Tian, Junhong Zhi, Gang Wei, Robert G. Roeder, Lili Jing, Ming Yu

**Keywords:** mixed lineage leukemia, MLL1, MLL-AF9, super elongation complex, AF9, initiation

## Abstract

Mixed lineage leukemia–fusion proteins (MLL-FPs) are believed to maintain gene activation and induce MLL through aberrantly stimulating transcriptional elongation, but the underlying mechanisms are incompletely understood. Here, we show that both MLL1 and AF9, one of the major fusion partners of MLL1, mainly occupy promoters and distal intergenic regions, exhibiting chromatin occupancy patterns resembling that of RNA polymerase II in HEL, a human erythroleukemia cell line without *MLL1* rearrangement. MLL1 and AF9 only coregulate over a dozen genes despite of their co-occupancy on thousands of genes. They do not interact with each other, and their chromatin occupancy is also independent of each other. Moreover, AF9 deficiency in HEL cells decreases global TBP occupancy while decreases CDK9 occupancy on a small number of genes, suggesting an accessory role of AF9 in CDK9 recruitment and a possible major role in transcriptional initiation *via* initiation factor recruitment. Importantly, MLL1 and MLL-AF9 occupy promoters and distal intergenic regions, exhibiting identical chromatin occupancy patterns in MLL cells, and MLL-AF9 deficiency decreased occupancy of TBP and TFIIE on major target genes of MLL-AF9 in iMA9, a murine acute myeloid leukemia cell line inducibly expressing MLL-AF9, suggesting that it can also regulate initiation. These results suggest that there is no difference between MLL1 and MLL-AF9 with respect to location and size of occupancy sites, contrary to what people have believed, and that MLL-AF9 may also regulate transcriptional initiation in addition to widely believed elongation.

Mixed lineage leukemia (MLL) includes acute myeloid leukemia (AML), acute lymphoid leukemia (ALL), and mixed phenotype acute leukemia, occurs in children and adults, accounting for 70 to 80% of infant leukemia cases and 5 to 10% of adult acute leukemia cases and is the most common infant leukemia (1). It is caused by rearrangement of *MLL1* (MLLr), located on 11q23 and encoding one of the histone 3 lysine 4 methyltransferases in human cells. MLLr includes translocation and partial tandem duplication, and ∼90% of the MLL cases are caused by the former. Translocation of *MLL1*, that is, the break of *MLL1* and the fusion of its 5′ fragment in-frame to the 3′ fragment of one of the fusion partners mainly on other chromosomes, gives rise to an MLL fusion gene. A resulting MLL fusion protein has been known to initiate leukemogenesis through aberrantly regulating gene expression, but the molecular mechanisms are incompletely understood.

MLL1 (also known as KMT2A) is required for normal hematopoiesis (2) and is essential for embryonic hematopoietic stem cell (HSC) development (3), maintenance of quiescence of adult HSCs, and promoting proliferation of myeloid-erythroid progenitors (4). Newly translated MLL1 consists of 3969 amino acids and contains multiple motifs and domains, starting from several AT-hook motifs close to the N terminus, followed by one CXXC domain, three PHD motifs, one bromodomain, one PHD motif, one FY-rich N-terminal (FYRN) domain and one FY-rich C-terminal (FYRC) domain, and ending with one SET catalytic domain close to its C terminus (5). It is posttranslationally processed by Taspase1 between FYRN and FYRC into two fragments, the 320 kDa MLL-N and the 180 kDa MLL-C (6), which dimerize through FYRN and FYRC to form the mature MLL1. MLL1 usually forms a multiprotein complex through MLL-C with several other proteins, including WDR5, ASH2L, RBBP5, and DPY30, and they are capable of stimulating its enzymatic activity (7). In addition, MLL-N is capable of interacting with menin and lens epithelium derived growth factor (also known as PSIP1), which facilitates the recruitment of MLL1 (7). Notably, Menin inhibitors are in clinical trials for the treatment of relapsed or refractory NPM1–mutated acute leukemia and acute leukemia with MLLr and have shown on-target effects, tolerable toxicity, and promising clinical activity (1, 8).

Over 60 MLL1 fusion partners have been identified. The most common ones are AFF1 (also known as AF4), AF9, ENL, AF10, AF17, and ELL1, accounting for over 90% of the cases, and are subunits of the super elongation complex (SEC) and/or the disruptor of telomeric silencing 1-like (DOT1L) complex (9). AF9 and ENL are members of the YEATS domain–containing family (10) and are capable of participating in the SEC and the DOT1L complex in a mutually exclusive manner. In addition to AF9 or ENL, the SEC also includes AFF1 or AFF4, positive transcription elongation factor b (p-TEFb, a heterodimer of CDK9 and cyclin T1), ELL1 or ELL2, and EAF1 or 2 (11), and the DOT1L complex also includes AF10 and AF17 (12). P-TEFb plays a critical role in transcriptional elongation through releasing promoter-proximal paused RNA polymerase II (Pol II) by phosphorylating serine 2 of C-terminal domain (CTD) of Pol II, the SPT5 subunit of DSIF and NELF (13). The rest of the SEC subunits are capable of regulating pause release through P-TEFb with incompletely understood mechanisms (14). DOT1L is the only histone 3 lysine 79 (H3K79) methyltransferase in human cells and was considered an elongation factor because of the distribution of H3K79 dimethylation on and downstream of transcription start sites (TSSs) (5). Therefore, it is believed by many that major MLL-fusion proteins (FPs) maintain gene activation through aberrantly stimulating transcriptional elongation. However, we recently found that the DOT1L complex regulates transcriptional initiation in human K562 cells by facilitating the recruitment of transcription factor II D (TFIID) (15), so it would not be surprising that at least some of the major MLL-FPs are capable of aberrantly simulating initiation besides elongation. Moreover, relationship between MLL1 and its major fusion partners in transcriptional regulation in cells without MLLr is poorly understood. Related work undoubtedly would facilitate understanding molecular mechanisms underlying the aberrant gene activation maintenance by major MLL-FPs in MLLr cells.

*HOXA9* and *MEIS1* are key target genes of MLL-FPs in MLL (16). They are required for hematopoiesis (17, 18), normally highly expressed in hematopoietic stem and progenitor cells, and gradually downregulated during differentiation (19, 20). However, MLL-FPs are able to prevent the downregulation, resulting in the development of MLL (21). Analysis of chromatin occupancy of MLL1 by chromatin immunoprecipitation sequencing (ChIP-seq) found that it is mainly associated with promoters regions in human cells (22), is mainly associated with intergenic and intronic regions in murine cells (23), and contributes to the activation of a subset of genes, notably the 5′ *HOXA* genes, in histone methylation–dependent and histone methylation–independent manners (24, 25). In contrast, chromatin occupancy pattern of subunits of the SEC may be context-dependent, with one study using mouse embryonic stem cells showing that most of the SEC subunits exhibit a chromatin occupancy pattern resembling that of Pol II (26) and another study by us showing that in human THP1 cells, which express MLL-AF9 arising from a (9;11) (p22;q23) translocation, CDK9 occupies promoters and enhancers with a chromatin occupancy pattern different from that of Pol II (27). Notably, several previous studies suggested differences between MLL1 and MLL-FPs with respect to location (23) and size (22, 28, 29) of occupancy sites, which are considered to be signatures of major target genes of MLL-FPs. However, chromatin occupancy pattern of MLL1 and major MLL-FPs have never been carefully compared in the same human MLL cells before.

To further understand the molecular mechanisms of maintaining gene activation by MLL-FPs, we analyzed the chromatin occupancy of MLL1 and AF9, the relationship between their chromatin occupancy and the role of AF9 in transcriptional regulation in the non-MLLr human erythroleukemic (HEL) cells first, and analyzed the chromatin occupancy of MLL1 and MLL-AF9 and the role of MLL-AF9 in transcriptional regulation in MLL cells afterward. Our results suggest that contrary to what people have believed, there is no major difference between MLL1 and MLL-AF9 with respect to location and size of occupancy sites and that MLL-AF9 may be capable of regulating initiation in addition to transcriptional elongation.

## Results

### MLL1 mainly occupies TSS-proximal CpG islands in HEL cells

Elucidation of relationship between MLL1 and its major fusion partners in transcriptional regulation in non-MLLr cells would facilitate understanding the aberrant maintenance of gene activation by MLL-FPs in MLLr cells. AF9, the most frequent fusion partner of MLL1 in AML, is expressed at high level in HSCs and hematopoietic progenitor cells and gradually downregulated during differentiation (30). The HEL cell line was chosen for our study because of its high-level expression of AF9. To elucidate the relationship between MLL1 and AF9 in transcriptional regulation, we started by analyzing their chromatin occupancy pattern by cleavage under target and tagmentation (CUT&Tag). We also performed CUT&Tag for Pol II for determining whether MLL1 is capable of traveling with Pol II during elongation in HEL cells and further comparison of chromatin occupancy patterns of Pol II and the SEC considering that chromatin occupancy pattern of the latter may be context-dependent (26, 27).

An MLL1 antibody, MLL (468) (31), against MLL-C was used for the CUT&Tag experiments of MLL1 in HEL cells (Fig. 1*A*). Correlation analyses of related biological replicates indicate that the data are highly reproducible (Fig. 1*B*). With a false discovery rate (FDR) threshold of 0.01, we identified 13,902 peaks. To determine its chromatin occupancy pattern, we analyzed overlap of peaks with known genomic features. 72.4%, 5.0%, 11.9%, and 10.3% of the peaks are overlapping with promoters, exons, introns, and distal intergenic regions, respectively (Fig. 1*C*). It is known that MLL1 is capable of binding unmethylated CpG through its CXXC domain (32), and over 50% of the promoters within the human genome are near CpG islands (CGIs) (33, 34). The finding that a high percentage of MLL1 peaks in HEL cells overlap with promoters led us to analyze overlap between MLL1 peaks and CGIs and in particular, overlap between MLL1 peaks and TSS-proximal CGIs, defined as those overlapping with regions 0.5 kb upstream and downstream of the TSSs. 8759 (63%) of the peaks were found to overlap with CGIs, and 7273 (52%) of the peaks were found to overlap with TSS-proximal CGIs (Fig. 1*D*). Together, these results suggest that MLL1 mainly occupies TSS-proximal CGIs.

**Figure 1:**
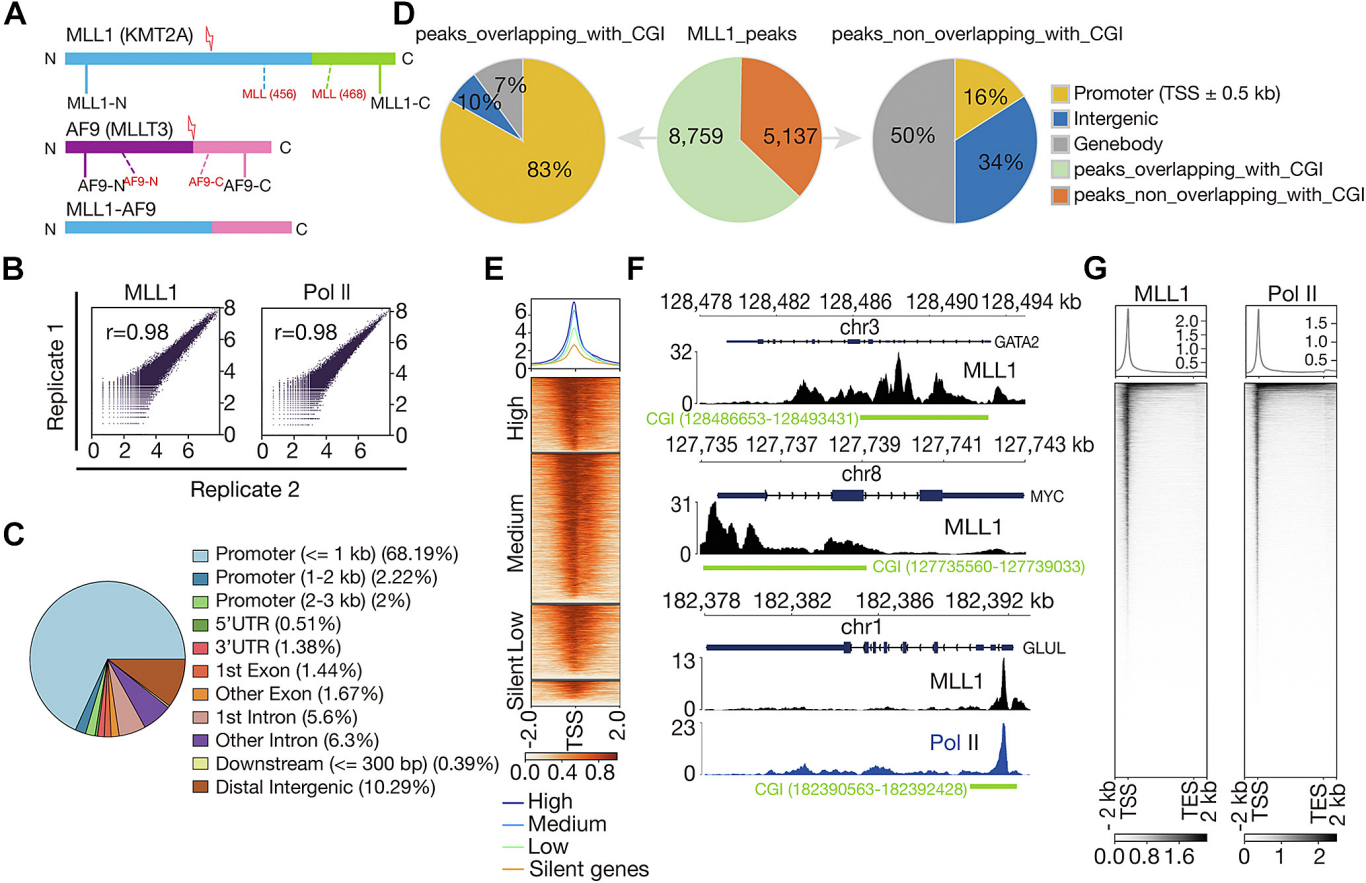
**MLL1 mainly occupies TSS-proximal CpGs in HEL cells.***A*, schematic showing MLL1, AF9, and MLL-AF9. Regions recognized by antibodies of MLL1 and AF9 used in this study are indicated with *dotted lines*. *B*, correlation plots for biological replicates of MLL1 (*left*) and Pol II (*right*) CUT&Tag experiments. Note that these CUT&Tag experiments actually had been performed in HEL cells transduced with control shRNAs, and that the plots have also been presented (reused) in Figures 4*E* and 5*A*, respectively, side by side with the related plot of knockdown cells, to make the results look complete. *C*, annotation of location of MLL1 peaks in terms of genomic features. *D*, annotation of location of MLL1 peaks in terms of CGI and TSS-proximal CGI. The *pie in the middle* shows number and percentage of MLL1 peaks overlapping with CGI and nonoverlapping with CGI, the *pie on the left* shows genomic distribution of MLL1 peaks that are overlapping with CGI, and the *pie on the right* shows genomic distribution of MLL1 peaks that are nonoverlapping with CGI. *E*, meta-gene profiles and heatmaps showing a positive correlation between MLL1 occupancy near TSSs and mRNA levels of MLL1-bound genes. Genes were sorted according to MLL1 occupancy level detected by CUT&Tag. *High:* top 25% of the nonsilent genes (mean TPM ≥ 1); *medium:* nonsilent genes between top 25% and bottom 25%; *low*: bottom 25% of the nonsilent genes; and *silent*: genes with mean 0 < TPM < 1. *F*, normalized read distribution of MLL1 within the *GATA2* (*top*) and the *c-MYC* (*middle*) loci and of MLL1 and Pol II (*bottom*) within the *GLUL* locus. *G*, genome-wide meta-gene profiles and heatmaps of MLL1 (*left*) and Pol II (*right*) CUT&Tag experiments. CGI, CpG island; CUT&Tag, cleavage under target and tagmentation; HEL, human erythroleukemic; MLL1, mixed lineage leukemia 1; Pol II, polymerase II; TPM, transcripts per million; TSS, transcription start site.

Occupancy level of some factors, including Pol II, the PAF1 complex and TOX4, *etc.*, on genes were found to be positively correlated with level of mRNAs (12, 27, 35). To determine if that is also the case for MLL1, we first analyzed mRNA of HEL cells by RNA-seq, performed comparative analysis of level of MLL1 occupancy and mRNA level of genes afterward and found a positive correlation between them (Fig. 1*E*). Several previous studies suggested that major MLL-FPs, not MLL1, exhibit an extended occupancy pattern on some of the major targets of MLL-FPs (22, 28, 29). However, we found that MLL1 also exhibits an extended occupancy pattern on a subset of genes, including *GATA2* and *c-MYC* (Fig. 1*F*). After a closer examination, we found that they usually are short with TSSs and the 5′ part of their gene bodies overlapping with CGIs, where MLL1 has a high probability to occupy. Moreover, although both MLL1 and Pol II exhibit highest occupancy near TSSs (Fig. 1, *F* and *G*) and much lower occupancy downstream of TSSs, the decrease of MLL1 occupancy downstream of TSSs usually is sharper than that of Pol II occupancy (Fig. 1*F*), suggesting it unlikely for MLL1 to travel with Pol II along gene body during elongation.

### AF9 mainly occupies TSSs in HEL cells

A commercially available antibody AF9-N, raised against an N-terminus peptide of AF9, was used in CUT&Tag experiments of AF9 in HEL cells (Fig. 1*A*). Correlation analysis of related biological replicates indicates that the data are highly reproducible (Fig. 2*A*). With an FDR threshold of 0.01, we identified 14,019 peaks. To determine its chromatin occupancy pattern, we analyzed the overlap of peaks with known genomic features. 68.9%, 8.0%, 10.8%, and 11.6% of the peaks are overlapping with promoters, exons, introns, and distal intergenic regions, respectively (Fig. 2*B*). The association of a high percentage of AF9 peaks with promoters and the great overlap between promoters and CGIs also led us to analyze overlap between AF9 peaks and CGIs. 6907 (49.3%) of the peaks were found to overlap with CGIs, and 5367 (38%) of the peaks were found to overlap with TSS-proximal CGIs (Fig. 2*C*). The percentage of AF9 peaks associated with either CGI (49.3%) or TSS-proximal CGIs (38%) is lower than that of MLL1 (63% or 52%) (Fig. 1*D*), which indicates that AF9 occupancy is less dependent on CGIs and makes sense since AF9 contains no known CpG-binding motif. Together, these results suggest that AF9 mainly occupies TSSs.

**Figure 2:**
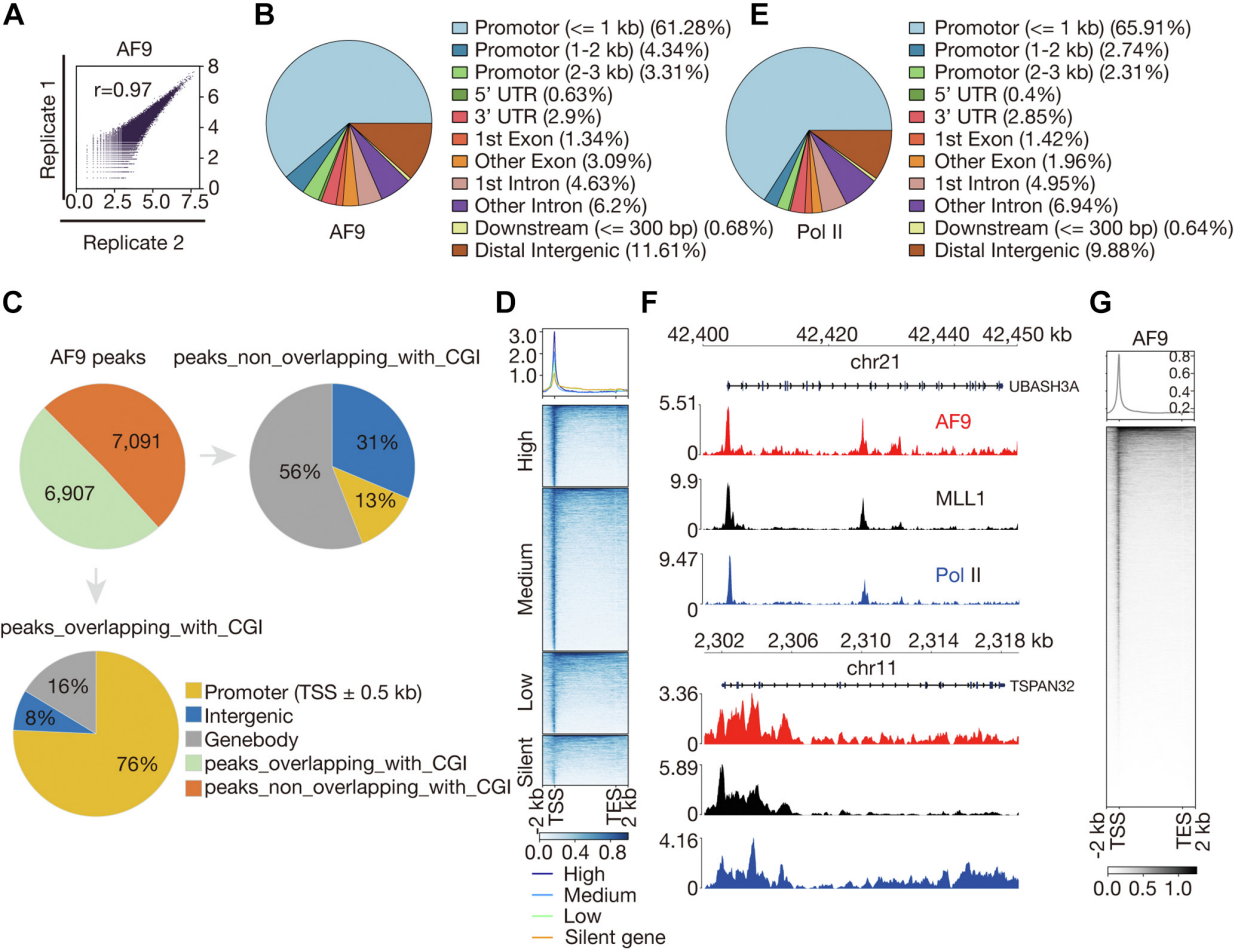
**AF9 mainly occupies TSSs in HEL cells.***A*, correlation plots for biological replicates of AF9 CUT&Tag experiments. Note that these CUT&Tag experiments actually had been performed in HEL cells transduced with a control shRNA, and that the plot has also been presented (reused) in Figure 4*J*, side by side with the related plot of knockdown cells, to make the results look complete, too. *B*, annotation of location of AF9 peaks in terms of genomic features. *C*, annotation of location of AF9 peaks in terms of CGI and TSS-proximal CGI. The *pie on the top left* shows number and percentage of AF9 peaks overlapping with CGI and nonoverlapping with CGI, the *pie at the bottom* shows genomic distribution of AF9 peaks that are overlapping with CGI, and the *pie on the top right* shows genomic distribution of AF9 peaks that are nonoverlapping with CGI. *D*, meta-gene profiles and heatmaps showing a positive correlation between AF9 occupancy near TSSs and mRNA levels of AF9 bound genes. Genes were sorted according to AF9 occupancy level detected by CUT&Tag. *High:* top 25% of the nonsilent genes (mean TPM ≥ 1); *medium:* nonsilent genes between top 25% and bottom 25%; *low:* bottom 25% of the nonsilent genes; and *silent:* genes with mean 0 < TPM < 1. *E*, annotation of location of Pol II peaks in terms of genomic features. *F*, normalized read distribution of AF9, MLL1, and Pol II within the *UBASH3A* and the *TSPAN32* loci. *G*, genome-wide meta-gene profiles and heatmaps of AF9 CUT&Tag experiments. CGI, CpG island; CUT&Tag, cleavage under target and tagmentation; HEL, human erythroleukemic; MLL1, mixed lineage leukemia 1; Pol II, polymerase II; TPM, transcripts per million; TSS, transcription start site.

To determine if there is any correlation between level of AF9 occupancy and mRNA level of genes, we performed comparative analysis and found a positive correlation between AF9 occupancy near TSSs and mRNA level of genes (Fig. 2*D*). Chromatin occupancy pattern of AF9 may be context dependent (26, 27). Comparative analysis of chromatin occupancy patterns of AF9 and Pol II revealed a great resemblance between them in HEL cells (Figs. 1, *F* and *G* and 2, *B*, *E*–*G*).

### MLL1 and AF9 coregulate a small number of genes

To identify genes whose expressions are regulated by MLL1 in HEL cells, we initially planned to generate an HEL-based cell line with acute MLL1 degradation (36) through CRISPR-Cas9–mediated gene knockin. However, HEL cells seeded into wells of 96-well plates by serial dilution cannot form colonies, so that it is impossible to obtain the desired clones. We chose to use RNAi to knock MLL1 down afterward. The knockdown (KD) using one shRNA (MLL1 shRNA #1) was found to be efficient, and MLL1 deficiency had no effect on the cellular level of AF9, CDK9, total Pol II, CTD serine 5 phosphorylated (Ser-5p) Pol II, and CTD serine 2 phosphorylated (Ser-2p) Pol II (Fig. 3*A*). 

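HEL is an established cell line of human erythroleukemic cells, which the paper uses as non-MLLr cells. MLL1 was knocked down with MLL1 shRNA #1, and RNA-seq libraries were made from 3 replicates of control cells and 3 replicates of MLL1 KD cells. The sample labels give the genotype of the control cells as wild type, and the supplementary methods name a control shRNA for the study. The authors filtered the reads with fastp, mapped them to hg38 with HISAT2 and counted the reads of each gene in a strand-specific manner with featureCounts. They deposited these read counts without normalization, listed by gene symbol for 28103 genes. Total counts per library ranged from 7107257 to 7950659 in control cells (median 7746950) and from 6966345 to 10380241 in MLL1 KD cells (median 9159990). All further values were computed from these counts. Library sizes were scaled with edgeR's TMM factors, which lay between 0.97 and 1.02, and levels are given as CPM, which are counts scaled to a common library size, with these factors. The 14393 genes with a mean TPM of at least 1 over the 6 libraries were tested, with gene lengths taken from the merged exons of the GENCODE annotation of hg38 and a mean CPM of at least 1 required of genes without a length there. MLL1 KD cells were compared with control cells by edgeR's quasi-likelihood test, which is two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at a fold change of at least 1.5 and an adjusted p value under 0.05.

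The spread between replicates was not even. Differences between replicates 2 and 3 of control cells had a chi-square of 2.40 per degree of freedom, where sampling of reads alone gives 1, and those between replicates 2 and 3 of MLL1 KD cells had 2.69. Replicate 1 differed from replicates 2 and 3 with a chi-square per degree of freedom of 31.6 and 34.7 in control cells and of 54.4 and 60.3 in MLL1 KD cells. In a principal component analysis of the log2 CPM values, component 1 held 50.9% of the variance and separated replicate 1 of both groups from replicates 2 and 3, and component 2 held 22.8% and separated MLL1 KD from control cells. The replicate number was also fitted as a block (a paired comparison), an alternative set before the data were examined. The results with this replicate block are given beside those without it.

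**Figure D1:**
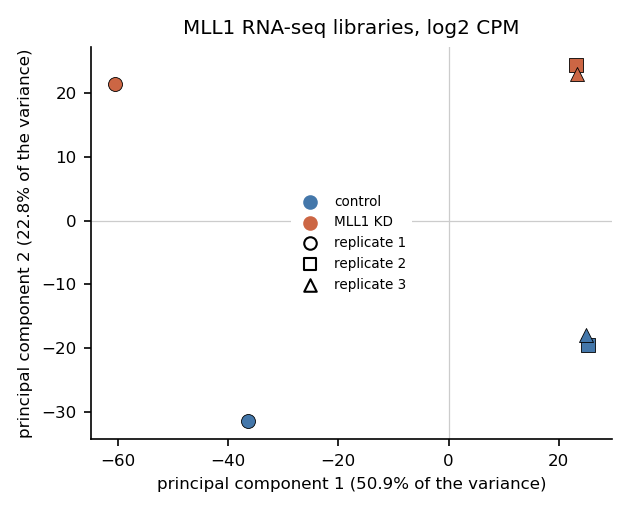
Principal components 1 and 2 of the log2 CPM values of the 6 libraries, in arbitrary units, with color for the group and symbol for the replicate. Replicate 1 of both groups lies at -60.5 and -36.3 on component 1, and the other 4 libraries lie between 23.1 and 25.4.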

We subsequently compared mRNA in control and KD cells by RNA-seq. 

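KMT2A (ENSG00000118058, chromosome 11 of hg38, 118436456 to 118526832, plus strand), the gene that encodes MLL1, had 1323, 1300 and 1258 CPM in control replicates 1, 2 and 3, and 813, 815 and 835 CPM in the same replicates of MLL1 KD cells. Its mean fell from 1293 ± 32.9 CPM (SD, n = 3) to 821 ± 11.9 CPM (SD, n = 3), which is 63.5% of control, a log2 fold change of -0.66 (standard error 0.09, adjusted p = 0.0723 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All MLL1 KD libraries lay below all control libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). With the replicate block the log2 fold change was -0.66 and the adjusted p value from the same test was 3.5e-07, and over all alternatives the adjusted p value ranged from 4.3e-33 to 0.477. Without replicate 1 of MLL1 KD cells it was 0.0416. Of the 31-base stretches of KMT2A's transcript, 21.8% also occur in other annotated genes, mostly in a readthrough transcript that overlaps it.

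At a fold change of at least 1.5 and an adjusted p value under 0.05, 5 genes were downregulated and 4 were upregulated, and 1435 genes had an unadjusted p value under 0.05. With the replicate block 360 genes were downregulated and 319 upregulated, which include the 9 genes called without it. DESeq2 on all genes with at least 1 count, followed by the filter on mean TPM, called 111 downregulated and 107 upregulated genes, and these also include the 9. The counts depended on single libraries. Without replicate 1 of MLL1 KD cells, 25 genes were downregulated and 28 upregulated. Without any other single library, no gene was called and 901 to 1384 genes had an unadjusted p value under 0.05.

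The downregulated genes were PRG2 (log2 fold change -1.99), TPSAB1 (-1.51), SMC1A (-1.42), ESYT1 (-1.35) and PIK3AP1 (-1.24). The upregulated genes were VEPH1 (log2 fold change 2.23), COL6A1 (2.02), ENC1 (1.74) and CD24 (1.65). Their adjusted p values lay between 0.0157 and 0.0405 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in each gene all MLL1 KD libraries lay on one side of all control libraries, as the plot of the called genes by library shows. The highest adjusted p value of each of the 9 with 1 library left out lay between 0.261 and 0.298. TPSAB1, ESYT1 and COL6A1 were not called with total counts in place of the TMM factors, COL6A1 was not called when a mean TPM of at least 5 was required, and ESYT1 was not called with GC content offsets, a choice made after seeing the data. PRG2 (ENSG00000186652) lies on chromosome 11 from 57386780 to 57390650 on the minus strand and had 224 ± 35.6 CPM (SD, n = 3) in control cells and 56.4 ± 9.45 CPM (SD, n = 3) in MLL1 KD cells. ENC1 (ENSG00000171617) lies on chromosome 5 from 74627406 to 74641424 on the minus strand and rose from 29.0 ± 2.33 CPM (SD, n = 3) to 97.0 ± 1.55 CPM (SD, n = 3). Of the 31-base stretches of their transcripts, 54.5% in PRG2, 81.3% in TPSAB1 and 14.7% in CD24 also occur in other annotated genes, so that part of their reads cannot be assigned to 1 gene. Among the genes that the paper names, GLUL fell by 0.87 on the log2 scale (adjusted p = 0.108 from the same test, 3.6e-06 with the replicate block, and 6.8e-33 to 0.477 over all alternatives), and without the block it was called with DESeq2 and without a filter beyond 1 count. MEIS1 had a log2 fold change of -0.80, UBASH3A of 0.81 and ANXA1 of 0.99, and all 3 were called with the replicate block and not in the same fit without it. DESeq2 in the order given called GLUL, MEIS1 and UBASH3A, and UBASH3A was also called without replicate 1 of MLL1 KD cells (log2 fold change 0.96). GATA2 and TSPAN32 had log2 fold changes of -0.47 and -0.36 and were called in neither fit. The log2 fold changes of MLLT3, MYC, CDK9, POLR2A, TBP, MLLT1 and KMT2B lay between -0.28 and 0.30, and none of these genes was called. HOXA9 had 0 to 5 counts per library and was not tested.

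**Figure D2:**
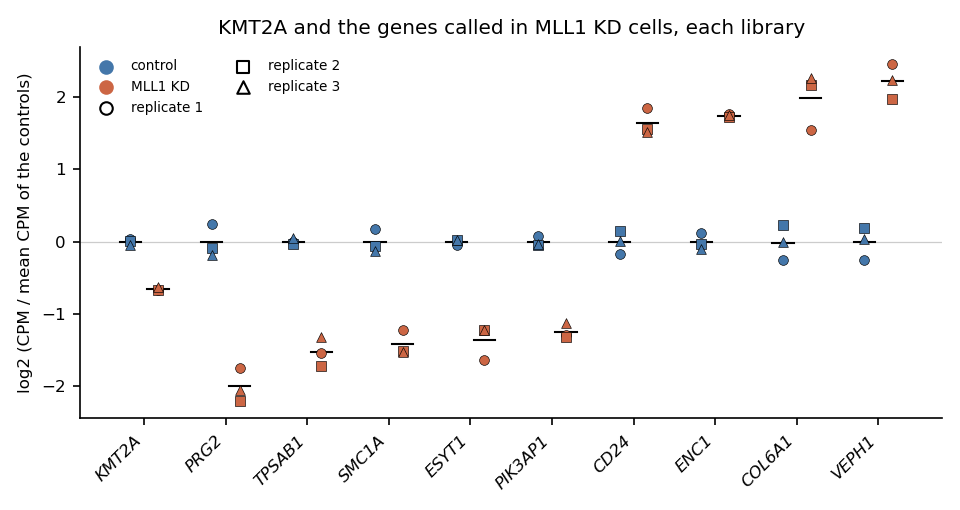
CPM of KMT2A and of the 9 called genes in each library, as log2 of the ratio to the mean of the 3 control libraries. Color marks the group, symbols mark the replicate and horizontal lines mark the log2 of each group's mean; in every gene shown the MLL1 KD libraries lie on one side of the control libraries.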

The numbers of significantly downregulated and upregulated genes were 108 and 105, respectively, in MLL1 KD cells relative to control cells with fold change ≥1.5 and FDR-adjusted *p* value <0.05 (Fig. 3*B*). Comparative analysis of MLL1 CUT&Tag data and the RNA-seq data identified 146 direct target genes of MLL1, defined as those with MLL1 occupancy from 2 kb upstream of their TSSs to 0.3 kb downstream of their transcription end sites (TESs) and showing significant expression change under MLL1 deficiency, and among them, 85 and 61 were downregulated and upregulated, respectively (Fig. 3, *B* and *C*). Moreover, gene ontology (GO) analysis of the direct target genes revealed enrichment of over one dozen terms, including regulation of protein transport, modulation of chemical synaptic transmission, positive regulation of protein transport, etc (Fig. 3*D*).

**Figure 3:**
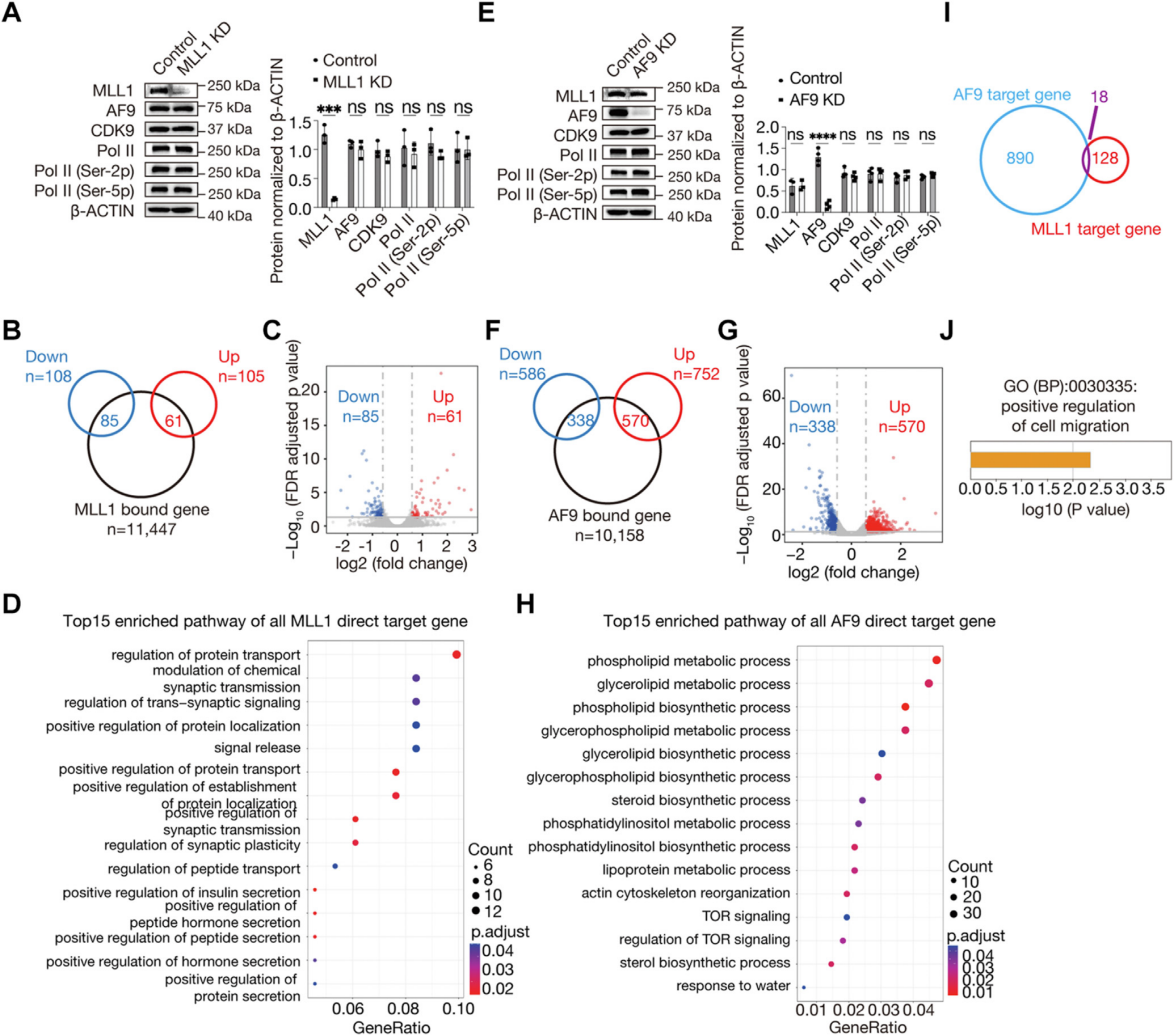
**MLL1 and AF9 coregulate a small number of genes in HEL cells.***A*, Western blot (WB) comparing cellular level of MLL1, AF9, Pol II, Pol II (Ser-2p), and Pol II (Ser-5p) in control and MLL1 KD cells. *Left:* pictures of the WB; *right:* WB results quantified by ImageJ (http://imagej.net/ij/). *B*, a *Venn diagram* showing overlaps between MLL1-bound genes identified by CUT&Tag and downregulated or upregulated genes identified by RNA-seq. *C*, a volcano plot showing gene expression changes under MLL1 deficiency. Significantly downregulated and upregulated genes are highlighted in *blue* and *red*, respectively. *D* and *H*, GO analysis results of direct target genes of MLL1 (*D*) and AF9 (*H*). *E*, WB comparing cellular level of MLL1, AF9, Pol II, Pol II (Ser-2p), and Pol II (Ser-5p) in control and AF9 KD cells. *Left:* pictures of the WB; *right:* WB results quantified by ImageJ. *F*, a *Venn diagram* showing overlaps between AF9-bound genes identified by CUT&Tag and downregulated or upregulated genes identified by RNA-seq. *G*, a volcano plot showing gene expression changes under AF9 deficiency. Significantly downregulated and upregulated genes are highlighted in *blue* and *red*, respectively. *I*, a *Venn diagram* showing an overlap between direct target genes of MLL1 and AF9. *J*, GO analysis result of direct target genes coregulated by AF9 and MLL1. Data shown are the mean ± SD of three independent experiments. Statistical significance was determined with a two-sided Student’s *t* test. NS: *p* ≥ 0.05, ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001. CUT&Tag, cleavage under target and tagmentation; GO, gene ontology; KD, knockdown; MLL1, mixed lineage leukemia 1; Pol II, polymerase II; Ser-5p, serine 5 phosphorylated; Ser-2p, serine 2 phosphorylated.

Similarly, to identify genes that are regulated by AF9 in HEL cells, we also knocked it down by a shRNA (AF9 shRNA #1). The KD was found to be efficient, and AF9 deficiency had no effects on the cellular level of MLL1, CDK9, Pol II, Pol II (Ser-5p), and Pol II (Ser-2p) (Fig. 3*E*). We subsequently compared mRNA in control and KD cells by RNA-seq. 

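For AF9, RNA-seq libraries of 2 replicates of control HEL cells and 2 replicates of HEL cells with AF9 shRNA #1 were deposited as read counts of the same 28103 genes, made in the same way. These are separate control libraries from those of the MLL1 experiment. Total counts were 14232408 and 12278989 in control cells and 12648658 and 12856035 in AF9 KD cells. The comparison was made as for MLL1, on the 13331 genes that passed the filter on mean TPM over these 4 libraries. The TMM factors lay between 0.97 and 1.04. Differences between the replicates had a chi-square per degree of freedom of 4.14 in control cells and of 9.95 in AF9 KD cells. Principal component 1, with 69.6% of the variance, separated AF9 KD from control cells. With 2 libraries in each group, leaving out 1 library leaves a group without replicates, and no calls were made from such fits.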

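MLLT3 (ENSG00000171843, chromosome 9 of hg38, 20341669 to 20622499, minus strand), the gene that encodes AF9, had 548 and 528 CPM in the control replicates and 107 and 92.6 CPM in the AF9 KD replicates. Its mean fell from 538 ± 14.6 CPM (SD, n = 2) to 100 ± 10.4 CPM (SD, n = 2), a log2 fold change of -2.43 (standard error 0.11, adjusted p = 3.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out in turn the log2 fold change stayed between -2.53 and -2.32. The exact permutation test (two-sided) cannot go below p = 0.333 with 2 libraries against 2, and it gave that value. KMT2A had a log2 fold change of -0.32 in AF9 KD cells (adjusted p = 0.020 from the same edgeR test), under the fold change required for a call.

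There were 675 downregulated and 1069 upregulated genes, so that 61.3% of the called genes rose. Scaling by total counts alone, without TMM factors, gave 438 downregulated and 1415 upregulated genes, of which 76.4% rose. DESeq2 on all genes with at least 1 count, followed by the filter on mean TPM, gave 588 and 756. At a fold change of at least 2 there were 138 downregulated and 372 upregulated genes, and without a fold change threshold 1940 and 1922. The fold changes rose with the GC content of the genes' canonical transcripts, with a Spearman's rho of 0.49 across the genes tested, which are not independent replicates. The median GC content was 41.9% in the downregulated genes and 61.4% in the upregulated genes, against 48.1% in all genes with a value. When each library's trend with GC content was put into the offsets of the fit, a choice made after seeing the data, 553 genes were downregulated and 482 upregulated, and 394 and 380 of these were also called without the offsets.

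**Figure D3:**
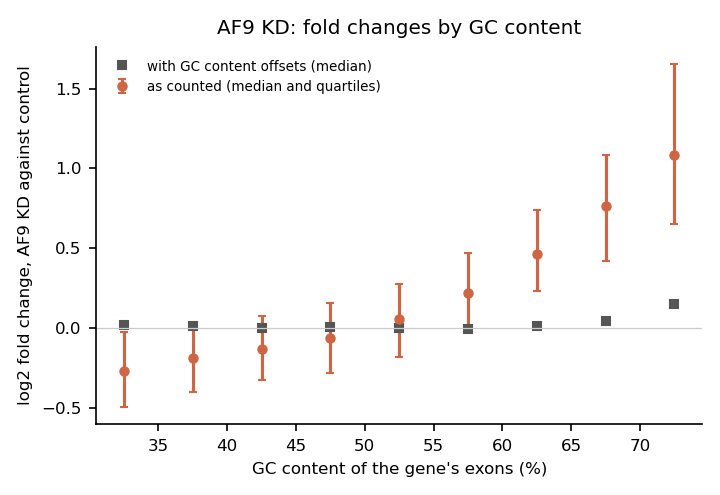
Log2 fold changes in AF9 KD cells by GC content of the exons of each gene's canonical transcript, in steps of 5%. Circles and bars give the median and quartiles as counted, and squares the median with GC content offsets. The median as counted rises from -0.27 at 30% to 35% GC to 1.09 at 70% to 75% GC.

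Among the genes whose AF9 KD libraries all lay on one side of the control libraries, the largest falls by fitted log2 fold change, besides MLLT3, were in MT1A, CIB3, S100P and LOC653513. MT1A had 1 to 11 counts per library and was at least 3.77-fold lower. CIB3 had 0 to 13 counts per library, and its log2 fold change was -2.42, which was -1.48 without replicate 1 of AF9 KD cells, the library with 0 counts, and -6.48 without replicate 2, a fitted value against a group at 0. S100P and LOC653513 had log2 fold changes of -2.34 and -2.32. By the same measure the largest rises were in HLTF-AS1, GRPEL2-AS1, ASPHD1, ST8SIA1 and LGALS3BP. The first 3 of these had at most 3 counts in the control libraries, so that their rank rests on fitted values, and their means were at least 1.31-fold, 1.14-fold and 5.95-fold higher in AF9 KD cells. The AF9 KD libraries differed widely in HLTF-AS1 (0.307 ± 0.223 CPM, SD, n = 2) and ASPHD1 (1.40 ± 0.990 CPM, SD, n = 2), and with 1 library left out the fitted log2 fold change of ASPHD1 ranged from 2.43 to 7.24. With GC content offsets HLTF-AS1 and GRPEL2-AS1 were not called, with adjusted p values of 0.0509 and 0.0513 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; over all alternatives these ranged from 0.0213 to 0.0600 and from 0.0338 to 0.0879. ST8SIA1 (ENSG00000111728) lies on chromosome 12 from 22063773 to 22437041 on the minus strand, and its log2 fold change was 3.41 (standard error 0.33, adjusted p = 2.7e-05 from edgeR's quasi-likelihood test). LGALS3BP had a log2 fold change of 3.16. CIB3 was not called with total counts, GRPEL2-AS1 with DESeq2's size factors, and HLTF-AS1 and GRPEL2-AS1 without a filter beyond 1 count. DESeq2 in the order given left MT1A, CIB3, S100P, LOC653513, HLTF-AS1, GRPEL2-AS1 and ASPHD1 without an adjusted p value. Of the 31-base stretches of the transcripts, 18.9% in MT1A and 4.15% in ST8SIA1 also occur in other annotated genes.

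Among the genes that the paper names, GLUL (log2 fold change -0.69) and ANXA1 (-0.65) were downregulated, and UBASH3A (1.13) and TSPAN32 (0.75) were upregulated. Their adjusted p values lay between 4.8e-04 and 0.0062 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With GC content offsets the log2 fold changes of ANXA1 and TSPAN32 were -0.51 and 0.39, under the fold change required for a call, and ANXA1 was also under it with total counts. The log2 fold changes with 1 library left out ranged from -0.80 to -0.58 for GLUL, from -0.86 to -0.47 for ANXA1, from 1.04 to 1.22 for UBASH3A and from 0.46 to 1.00 for TSPAN32, so that those of GLUL, ANXA1 and TSPAN32 also fell short of 1.5-fold. Of GLUL's 31-base stretches, 8.96% occur in other annotated genes, mostly in a pseudogene. GATA2, MYC, CDK9, POLR2A, TBP, MLLT1, KMT2B and MEIS1 were not called, with log2 fold changes between -0.49 and 0.35. MEIS1, MLLT1 and CDK9 missed the fold change alone, with adjusted p values of 0.0226, 0.0400 and 0.0470 from the same edgeR test. DESeq2 in the order given had 0.0636, 0.0941 and 0.110 for them. With GC content offsets the direction of GATA2, MYC, POLR2A, TBP, MLLT1 and KMT2B reversed, and that of GATA2, MYC and TBP also changed with 1 library left out. GATA2 then had a log2 fold change of -0.27 with these offsets (adjusted p = 0.0438 from edgeR's quasi-likelihood test), against an adjusted p value of 0.784 without them. HOXA9 had no counts in any of the 4 libraries.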

The numbers of significantly downregulated and upregulated genes were 586 and 752, respectively, in AF9 KD cells relative to control cells with fold change ≥1.5 and FDR-adjusted *p* value <0.05 (Fig. 3*F*). Comparative analysis of AF9 CUT&Tag data and the RNA-seq data identified 908 direct target genes, and among them, 338 and 570 were downregulated and upregulated, respectively (Fig. 3, *F* and *G*). Moreover, GO analysis of the direct target genes revealed enrichment of over one dozen terms (Fig. 3*H*). Furthermore, comparative analysis of direct target genes of MLL1 and direct target genes of AF9 identified 18 common direct targets genes (Fig. 3*I*); GO analyses revealed enrichment of only one term (Fig. 3*J*).

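The CUT&Tag peaks that enter the definition of a direct target gene were not used here, and the values cover expression alone. Of the genes tested, 12729 were tested in both experiments, and 8 of these were called in MLL1 KD cells and 1672 in AF9 KD cells. Both calls were met by 2 genes, PRG2 and CD24, where 1.05 are expected if the calls were independent (one-sided Fisher's exact test over the genes tested in both, p = 0.284). PRG2 fell in both, with log2 fold changes of -1.99 in MLL1 KD cells and of -1.59 in AF9 KD cells. CD24 (ENSG00000272398, chromosome 6, 106969831 to 106975627, minus strand) rose in MLL1 KD cells from 17.6 ± 1.88 CPM (SD, n = 3) to 55.3 ± 7.25 CPM (SD, n = 3) and fell in AF9 KD cells from 61.5 ± 5.68 CPM (SD, n = 2) to 17.4 ± 1.58 CPM (SD, n = 2), a log2 fold change of -1.82.

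The overlap depended on how the genes were called. With the replicate block in the MLL1 KD comparison alone, 131 genes were called in both, where 78.4 are expected (one-sided Fisher's exact test, p = 8.4e-10), and 82 of them changed in the same direction. With DESeq2 on all genes followed by the filter on mean TPM, 36 genes were called in both, where 21.2 are expected (one-sided Fisher's exact test, p = 9.7e-04), and 24 of them changed in the same direction. Over all alternatives the p value of the overlap ranged from 7.5e-18 to 0.44. Across the 12729 genes, which are not independent replicates, the log2 fold changes of both experiments had a Pearson's r of 0.087 and a Spearman's rho of 0.083. Without replicate 1 of MLL1 KD cells r was -0.001, and without replicate 1 of the control cells of the MLL1 experiment it was 0.119. From the direct target genes that the 2 factors share, the paper states that MLL1 and AF9 coregulate a small number of genes in HEL cells.

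**Figure D4:**
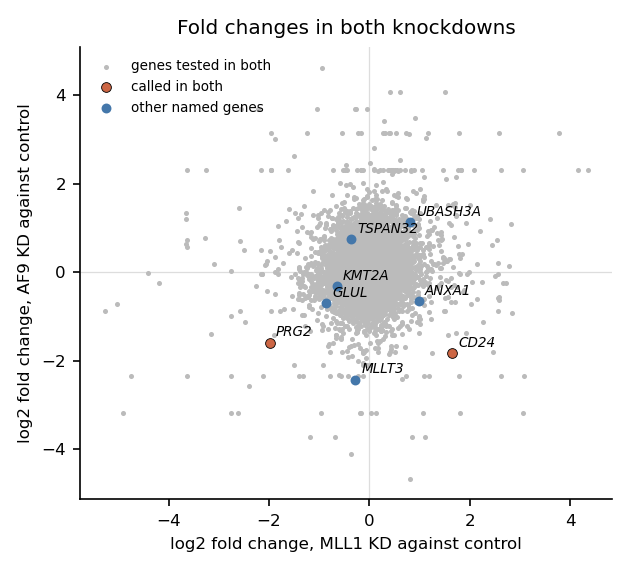
Log2 fold change of each of the 12729 genes tested in both experiments in MLL1 KD cells (horizontal axis) and in AF9 KD cells (vertical axis), each against its own control cells. PRG2 and CD24, the genes called in both, and some genes that the paper names are marked; PRG2 lies in the lower left and CD24 in the lower right.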

### MLL1 does not regulate the chromatin occupancy of the SEC

The great overlap between either MLL1 or AF9 peaks and TSSs led us to calculate overlap between peaks of MLL1 and AF9, and a great overlap was found. There are 8377 sites co-occupied by both factors, accounting for ∼60% of the MLL1 peaks and ∼60% of the AF9 peaks (Fig. 4*A*). However, it does not mean that they directly interact with each other in transcriptional regulation. To assess whether they directly interact with each other in HEL cells, we performed large-scale coimmunoprecipitation experiments using nuclear extract of HEL cells and the AF9-N antibody against the N terminus of AF9 (Fig. 1*A*) and analyzed immunoprecipitated proteins by mass spectrometry (Fig. 4*B*). Besides, AF9 and other subunits of the SEC, we also identified common subunits of the COMPASS-like complexes (WDR5, ASH2L, RBBP5, and DPY30) (11), KMT2B, menin, and lens epithelium derived growth factor, but no MLL1 (Fig. 4*C*). To confirm the results, we performed coimmunoprecipitation experiments individually using the MLL (468) antibody and an MLL1 antibody, MLL (456) (31), raised against an MLL-N fragment downstream of the break points (Fig. 1*A*), and found that AF9 and other SEC subunits were undetectable among proteins immunoprecipitated by the antibodies (Fig. 4*D*). Together, these results suggest that the probability that MLL1 and the SEC directly interact with each other in HEL cells is low, consistent with previous results (37).

**Figure 4:**
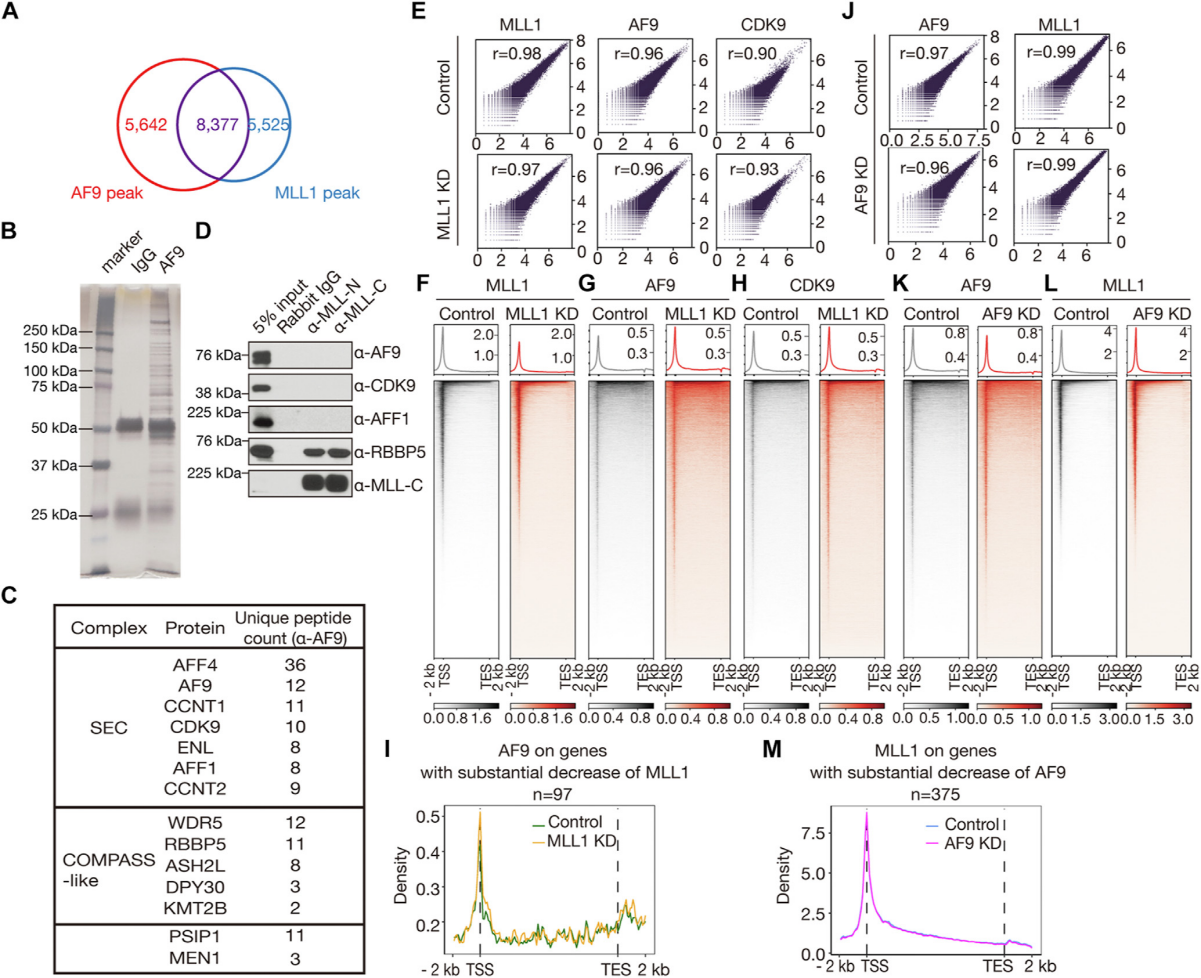
**Chromatin occupancy of MLL1 and AF9 are independent of each other in HEL cells.***A*, a *Venn diagram* showing an overlap between MLL1 and AF9 peaks. *B*, proteins immunoprecipitated by rabbit IgG (*lane 2*) and the AF9-N antibody (*lane 3*) separated on an SDS-PAGE gel. *C*, a table presenting a fraction of AF9-associated proteins. *D*, confirmation of some of the hits of the mass spectrometric analysis by regular Co-IP. *E*, correlation plots for biological replicates of MLL1 (*left*), AF9 (*middle*), and CDK9 (*right*) CUT&Tag experiments in control and MLL1 KD cells. *F*–*H*, genome-wide meta-gene profiles and heatmaps of MLL1 (*F*), AF9 (*G*), and CDK9 (*H*) CUT&Tag experiments in control and MLL1 KD cells. *I*, meta-gene profiles of AF9 occupancy on 97 genes exhibiting over 50% reduction of MLL1 occupancy in KD cells relative to that in control cells. *J*, correlation plots for biological replicates of AF9 (*left*) and MLL1 (*right*) CUT&Tag experiments in control and AF9 KD cells. *K* and *L*, genome-wide meta-gene profiles and heatmaps of AF9 (*K*) and MLL1 (*L*) CUT&Tag experiments in control and AF9 KD cells. *M*, meta-gene profiles of MLL1 occupancy on 375 genes exhibiting over 50% reduction of AF9 occupancy in KD cells relative to that in control cells. Co-IP, coimmunoprecipitation; CUT&Tag, cleavage under target and tagmentation; HEL, human erythroleukemic; KD, knockdown; MLL1, mixed lineage leukemia 1.

To determine if MLL1 regulates chromatin occupancy of AF9, we performed CUT&Tag experiments for MLL1 and AF9 in control and MLL1 KD cells. Correlation analyses of related biological replicates indicate that the data are highly reproducible (Fig. 4*E*). We found that MLL1 KD greatly decreased chromatin occupancy of itself but minimally affected that of AF9 (Fig. 4, *F* and *G*). To determine whether MLL1 deficiency affects chromatin occupancy of other SEC subunits, we performed CUT&Tag for CDK9 in control and MLL1 KD cells and found that CDK9 occupancy was barely affected (Fig. 4, *E* and *H*). The numbers of MLL1-bound genes exhibiting significantly decreased and increased MLL1 occupancy near TSSs were 5188 and 6, respectively, and the corresponding numbers near TESs were 0 and 0, respectively (Fig. S1*A*). The numbers of MLL1-bound genes exhibiting significantly decreased and increased AF9 occupancy near TSSs were 0 and 2, respectively, and the corresponding numbers near TESs were 0 and 1, respectively (Fig. S1*B*). The numbers of MLL1-bound genes exhibiting significantly decreased and increased CDK9 occupancy near TSSs were 0 and 0, respectively, and the corresponding numbers near TESs were 0 and 0, respectively (Fig. S1*C*). To further examine if MLL1 deficiency affects AF9 occupancy, we focused on genes with over 50% MLL1 occupancy loss after MLL1 KD. There were 97 genes with over 50% reduction of MLL1 occupancy; MLL1 deficiency minimally affected AF9 occupancy on those genes (Fig. 4*I*), and the number of genes with significant AF9 occupancy changes was 0. These data suggest that in non-MLLr cells, MLL1 does not regulate recruitment of the SEC to chromatin.

To rule out the off-target effect of MLL1 shRNA #1, we knocked MLL1 down using another shRNA (MLL1 shRNA#2). The KD was found to be efficient, and its effects on cellular level of MLL1, AF9, Pol II, Pol II (Ser-2p), and Pol II (Ser-5p) were the same as those of MLL1 KD by shRNA#1 (Fig. S2*A*). Correlation analyses of related biological replicates indicate that the data are highly reproducible (Fig. S2*B*). We also found that although MLL1 KD by shRNA#2 reduced global occupancy of itself, MLL1 deficiency minimally affected AF9 occupancy (Fig. S2, *C* and *D*), consistent with the findings using shRNA #1.

### AF9 does not regulate the chromatin occupancy of MLL1

Conversely, to determine if AF9 regulates chromatin occupancy of MLL1, we performed CUT&Tag experiments for AF9 and MLL1 in control and AF9 KD cells. Correlation analyses of related biological replicates indicate that the data are highly reproducible (Fig. 4*J*). We found that AF9 KD greatly decreased chromatin occupancy of itself (Fig. 4*K*) but barely had any effect on MLL1 occupancy (Fig. 4*L*). The numbers of AF9-bound genes exhibiting significantly decreased and increased AF9 occupancy near TSSs were 927 and 10, respectively, and the corresponding numbers near TESs were 444 and 6, respectively (Fig. S1*D*). The numbers of AF9-bound genes exhibiting significantly decreased and increased MLL1 occupancy near TSSs were 1 and 1, respectively, and the corresponding numbers near TESs were 0 and 1, respectively (Fig. S1*E*). To further examine if AF9 deficiency affects MLL1 occupancy, we focused on genes with over 50% AF9 occupancy loss after AF9 KD. There were 375 genes with over 50% reduction of AF9 occupancy; AF9 deficiency had no effect on MLL1 occupancy on those genes (Fig. 4*M*), and the number of genes with significant MLL1 occupancy changes was 0.

### AF9 may regulate transcriptional initiation *via* facilitating TFIID recruitment in HEL cells

The P-TEFb subunit of the SEC is a critical regulator of pause release, and the rest of the subunits are believed to affect pause release through P-TEFb (13). The global effect of AF9 loss on chromatin occupancy of P-TEFb, a heterodimer of CDK9 and cyclin T1, was undetermined. To this end, we performed CUT&Tag experiments of CDK9 in control and AF9 KD cells. Correlation analyses of related biological replicates indicate that the data are highly reproducible (Fig. 5*A*). We found that AF9 deficiency decreased CDK9 occupancy on a small number of genes (Fig. 5*B*). The numbers of AF9-bound genes exhibiting significantly decreased and increased CDK9 occupancy near TSSs were 12 and 1, respectively, and the corresponding numbers near TESs were 33 and 1, respectively (Fig. 5, *D* and *H*). Together, these results suggest that AF9 may play an accessory role in P-TEFb recruitment. The small effect on P-TEFb recruitment may also be due to the functional redundancy between AF9 and ENL.

**Figure 5:**
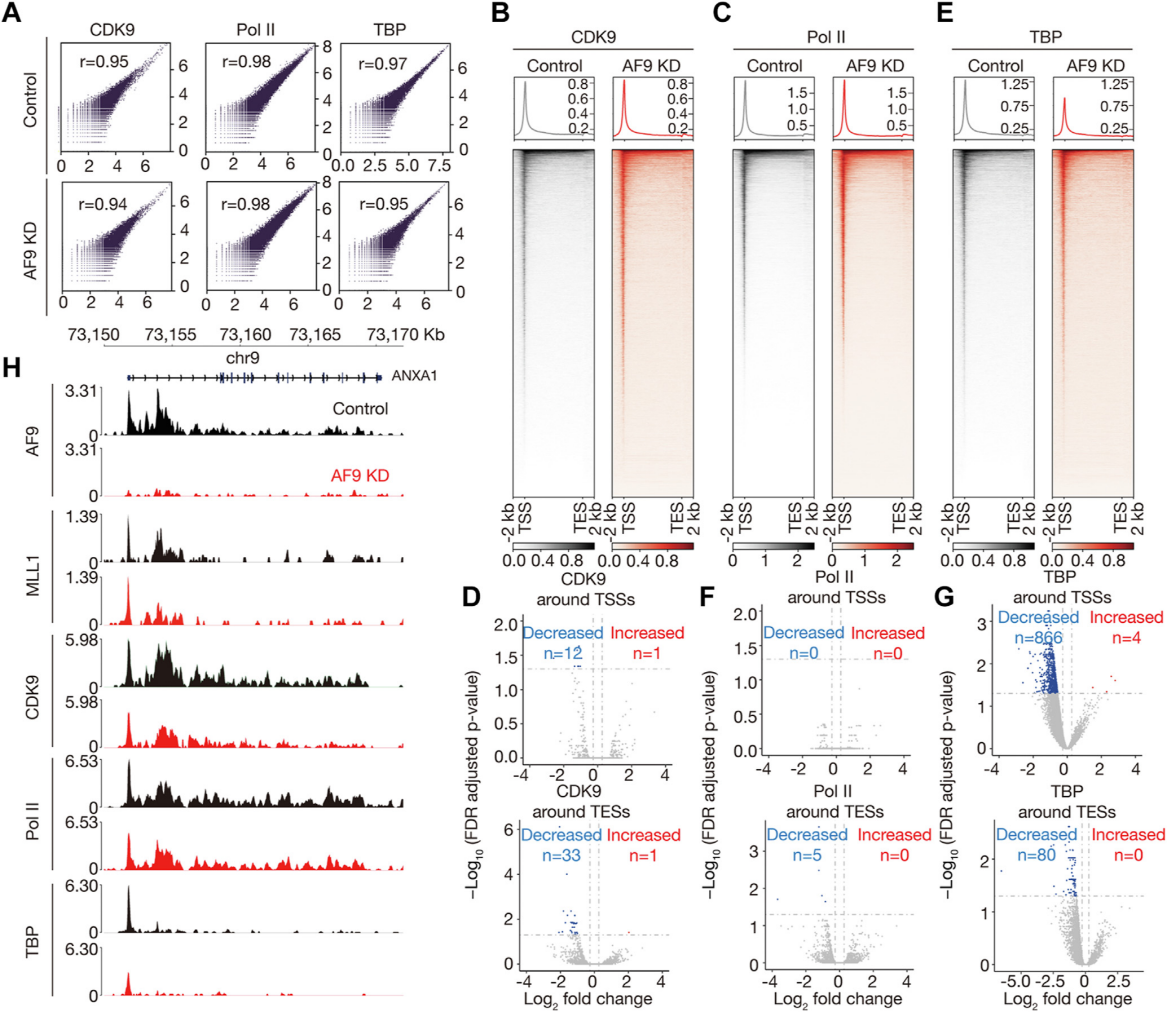
**AF9 may regulate transcription factor II D recruitment in HEL cells.***A*, correlation plots for biological replicates of CDK9 (*left*), Pol II (*middle*), and TBP (*right*) CUT&Tag experiments in control and AF9 KD cells. *B*, *C*, and *E*, genome-wide meta-gene profiles and heatmaps of CDK9 (*B*), Pol II (*C*), and TBP (*E*) CUT&Tag experiments in control and AF9 KD cells. *D*, *F*, and *G*, volcano plots showing occupancy changes of CDK9 (*D*), Pol II (*F*), and TBP (*G*) on AF9-bound genes in AF9 KD cells relative to control cells. *H*, normalized read distribution of AF9, MLL1, CDK9, Pol II, and TBP within the *ANXA1* locus in control and AF9 KD cells. CUT&Tag, cleavage under target and tagmentation; HEL, human erythroleukemic; KD, knockdown; MLL1, mixed lineage leukemia 1; Pol II, polymerase II.

To determine the effect of AF9 deficiency on Pol II occupancy, we performed CUT&Tag experiments for it in control and AF9 KD cells (Fig. 5*A*). We found that AF9 deficiency minimally affected global Pol II occupancy (Fig. 5*C*). The numbers of AF9-bound genes exhibiting significantly decreased and increased Pol II occupancy near TSSs were 0 and 0, respectively, and the corresponding numbers near TESs were 5 and 0, respectively (Fig. 5, *F* and *H*). Pausing index (PI), also known as traveling ratio, is defined as the ratio of promoter reads density to gene body reads density measured by genomic assays, including ChIP-seq, precision run-on sequencing, CUT&Tag, *etc.*, and has been used to measure the level of promoter-proximal pause of Pol II. To determine the effect of AF9 deficiency on pause of Pol II, we calculated PI for AF9-bound genes in control and AF9 KD cells, respectively, using the CUT&Tag data, and found that AF9 deficiency had little effect on pause of Pol II (Fig. S3*A*). The results were confirmed by precision run-on sequencing, which measures genomic distribution of engaged Pol II (Fig. S3*B*). Genes expressed in control cells were also divided into three groups, that is, highly paused (PI ≥ 3), moderately paused (1.5 ≤ PI < 3), and nonpaused (PI < 1.5), as previously described (38), and PI of genes in control and AF9 KD cells was compared group wisely. We found that only a subset of highly paused genes showed decrease of PI (Fig. S3*C*), suggesting decreased pause or initiation of Pol II.

We previously found that DOT1L or ENL KO in K562 cells decreases chromatin occupancy of TBP, one of the subunits of initiation factor, TFIID, and that the DOT1L complex may regulate transcriptional initiation in K562 cells (15). To evaluate if AF9 deficiency also affects initiation, we performed CUT&Tag for TBP in control and AF9 KD HEL cells (Fig. 5*A*). We found that AF9 deficiency decreased global TBP occupancy (Fig. 5*E*). The numbers of AF9-bound genes exhibiting significantly decreased and increased TBP occupancy near TSSs were 866 and 4, respectively, and the corresponding numbers near TESs were 80 and 0, respectively (Fig. 5, *G* and *H*). Together, these results suggest that AF9 regulates transcriptional initiation *via* facilitating TFIID recruitment in HEL cells. To assess whether decreased TBP occupancy would lead to decrease of mRNA level of genes, we performed comparative analysis of the RNA-seq data and the TBP CUT&Tag data. Among the 998 genes with decreased TBP occupancy upon AF9 KD (fold change ≥ 1.1), 53 were downregulated, 35 were upregulated, and 910 exhibited no expression change. With respect to why significantly reduced TBP occupancy on hundreds of genes (Fig. 5, *E* and *G*) upon AF9 KD only affected mRNA level of a much smaller number of genes in HEL cells, one explanation may be the compensatory enhancement of steps downstream of TFIID recruitment, and the other explanation is that the reductions of TBP occupancy were not great enough to cause significant expression changes.

To rule out the off-target effect of AF9 shRNA#1, we knocked AF9 down using another shRNA (AF9 shRNA#2). The KD was found to be efficient, and its effects on cellular level of MLL1, AF9, Pol II, Pol II (Ser-2p), and Pol II (Ser-5p) were the same as those of AF9 KD by shRNA#1 (Fig. S4*A*). Correlation analyses of related biological replicates indicate that the data are highly reproducible (Fig. S4*B*). We also found that AF9 KD by shRNA#2 reduced global occupancy of itself and TBP while had almost no effect on that of MLL1 (Fig. S4, *C*–*E*), consistent with the findings using shRNA #1.

### Chromatin occupancy pattern of MLL-AF9 is identical to that of MLL1

Several previous studies suggested differences between MLL1 and MLL-FPs with respect to location (23) and size (22, 28, 29) of occupancy sites, which are considered signatures of major target genes of MLL-FPs. However, chromatin occupancy patterns of MLL1 and major MLL-FPs have never been carefully compared in the same human MLL cells before. The major obstacle of comparing chromatin occupancy of MLL1 and MLL-AF9 in MLL cells is that there is no MLL-AF9–specific antibody available. Antibodies recognizing its MLL fragment would also recognize WT MLL1, and antibodies recognizing its AF9 fragment would also recognize WT AF9. Considering that AF9 mainly functions in hematopoietic stem or progenitor cells (30) and that its expression in most of the hematopoietic cell lines, including MLLr cell lines, are so low (39) that its loss may be of little consequence, we therefore chose to generate an AF9 KO cell line based on an AML cell line carrying one copy of (9;11) translocation for comparison of chromatin occupancy of MLL1 and MLL-AF9. MOLM-13 has been chosen over THP1 for its better colony-forming capability in wells of 96-well plates.

After obtaining the MOLM-13-AF9 KO cell line (Fig. 6*A*), we performed CUT&Tag for MLL1 [using MLL (456) antibody] and MLL-AF9 (using AF9-C antibody) in control and KO cells. Correlation analyses of related biological replicates indicate that the data are highly reproducible (Fig. 6*B*). With an FDR threshold of 0.01, we identified 16,691 and 2234 peaks for MLL1 and MLL-AF9, respectively, and the majority of the MLL-AF9 peaks (87%) are co-occupied by MLL1 (Fig. 6*C*). With respect to why peak number of MLL-AF9 is much smaller than that of MLL1, possible explanations include (1) the existence of unknown mechanisms in limiting chromatin occupancy of MLL-AF9 in MOLM-13-AF9 KO cells, and (2) the AF9-C antibody used for MLL-AF9 CUT&Tag is not as efficient as the MLL (456) antibody used for MLL1 CUT&Tag, as seen from the gel pictures of CUT&Tag (Fig. S5, *A* and *B*). Importantly, peaks of MLL-AF9 are not wider than those of MLL1, and there is no difference between their chromatin occupancy patterns in MOLM-13-AF9 KO cells (Fig. 6, *D*–*F*), contrary to what other people have found (22, 28, 29). The reason why MLL1 peaks are slightly wider than MLL-AF9 peaks may be the higher quality of the MLL1 CUT&Tag data.

**Figure 6:**
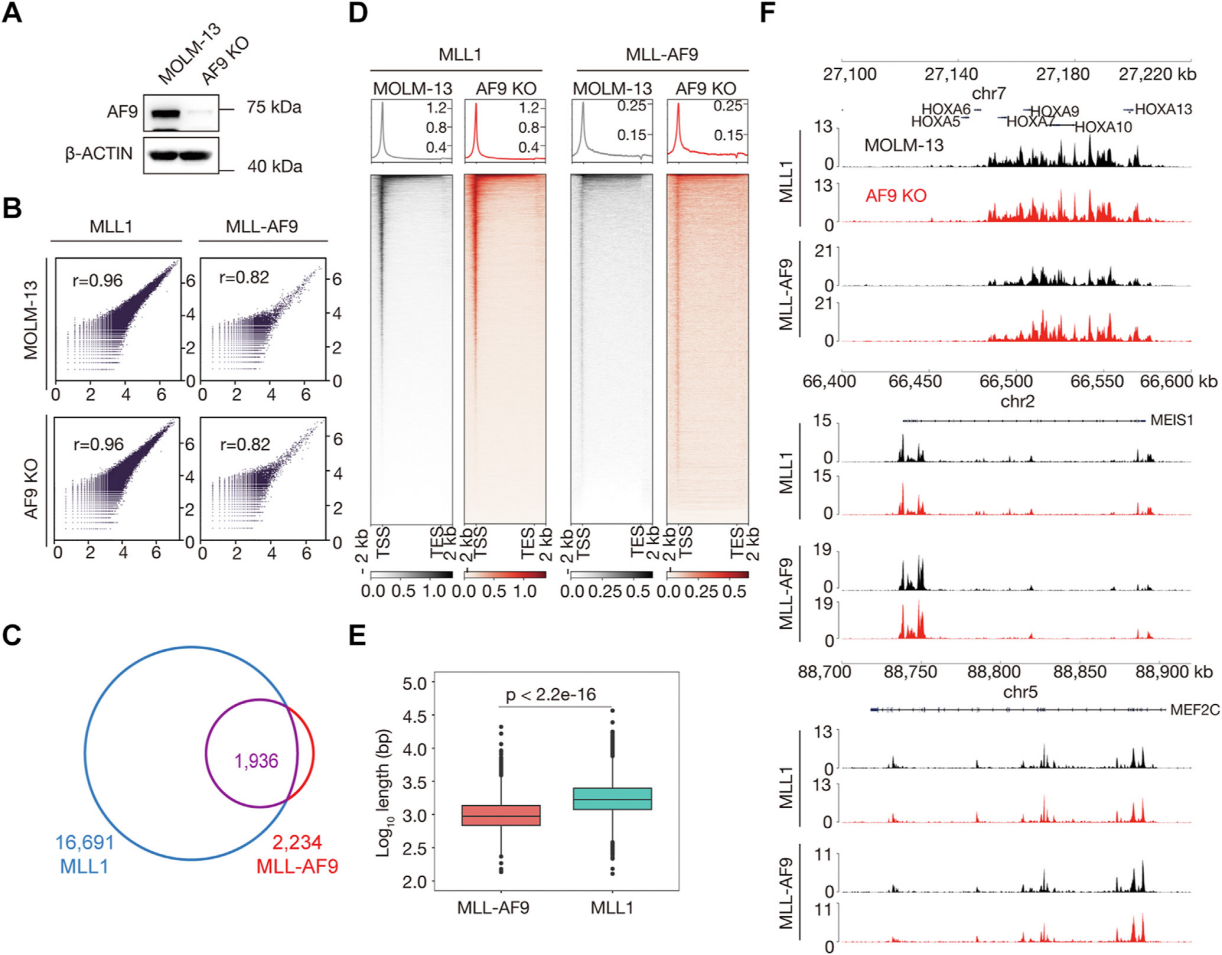
**Chromatin occupancy patterns of MLL1 and MLL-AF9 are identical in MOLM-13 cells.***A*, Western blot (WB) comparing cellular level of AF9 in MOLM-13 (control) and MOLM-13-AF9 KO cells. *B*, correlation plots for biological replicates of MLL1 (*left*) and MLL-AF9 (*right*) CUT&Tag experiments. *C*, a *Venn diagram* showing an overlap between peaks of MLL1 and MLL-AF9. *D*, genome-wide meta-gene profiles and heatmaps of MLL1 (*left*) and MLL-AF9 (*right*) CUT&Tag experiments. *E*, box plots comparing peak length (width) of MLL-AF9 and MLL1 in MOML13-AF9 KO cells. *F*, normalized read distribution of MLL1 and MLL-AF9 within the 5′ *HOXA*, *MEIS1*, and *MEF2C* loci. CUT&Tag, cleavage under target and tagmentation; MLL1, mixed lineage leukemia 1.

### MLL-AF9 is also capable of regulating transcriptional initiation

To determine if MLL-AF9 is also capable of regulating transcriptional initiation, we had tried to generate an MLL-AF9-auxin-inducible degron (AID) cell line based on the MOLM-13-AF9 KO cell line. Unfortunately, we were unable to find an efficient way to electroporate plasmids into MOLM-13-AF9 KO cells. We had also tried to KD MLL-AF9 in MOLM-13-AF9 KO cells by lentiviral RNAi, but two high efficiency AF9 shRNAs in HEL cells were found to be inefficient in MOLM-13-AF9 KO cells (Fig. S6, *A* and *B*). Therefore, we chose a murine AML cell line, iMA9, which expresses C-terminus FLAG-tagged MLL-AF9 under the control of a Tet-off promoter (40).

We performed CUT&Tag experiments for MLL-AF9 (using FLAG M2 antibody), MLL1 [using MLL (456) antibody], Pol II, TBP, and TFIIE in untreated and doxycycline-treated iMA9 cells. Correlation analyses of related biological replicates indicate that the data are highly reproducible (Fig. S7*A*). We found that globally decreased MLL-AF9 occupancy had no global effect on occupancy of MLL1, Pol II, TBP, or TFIIE (Fig. S7*B*). However, most of the 139 previously reported MLL-AF9 target genes (41), including *Hoxa9*, *Meis1*, *Mef2c*, *Runx2*, *etc.*, exhibited decreased occupancy of Pol II, TBP, and TFIIE but unaffected that of MLL1 (Fig. 7, *A* and *B*), suggesting that MLL-AF9 is capable of regulating transcriptional initiation. With respect to why unlikely AF9 KD, MLL-AF9 downregulation did not decrease global occupancy of TBP, one explanation is that the AF9 part of MLL-AF9 only retains one of the two poly-serine stretches of AF9 (42).

**Figure 7:**
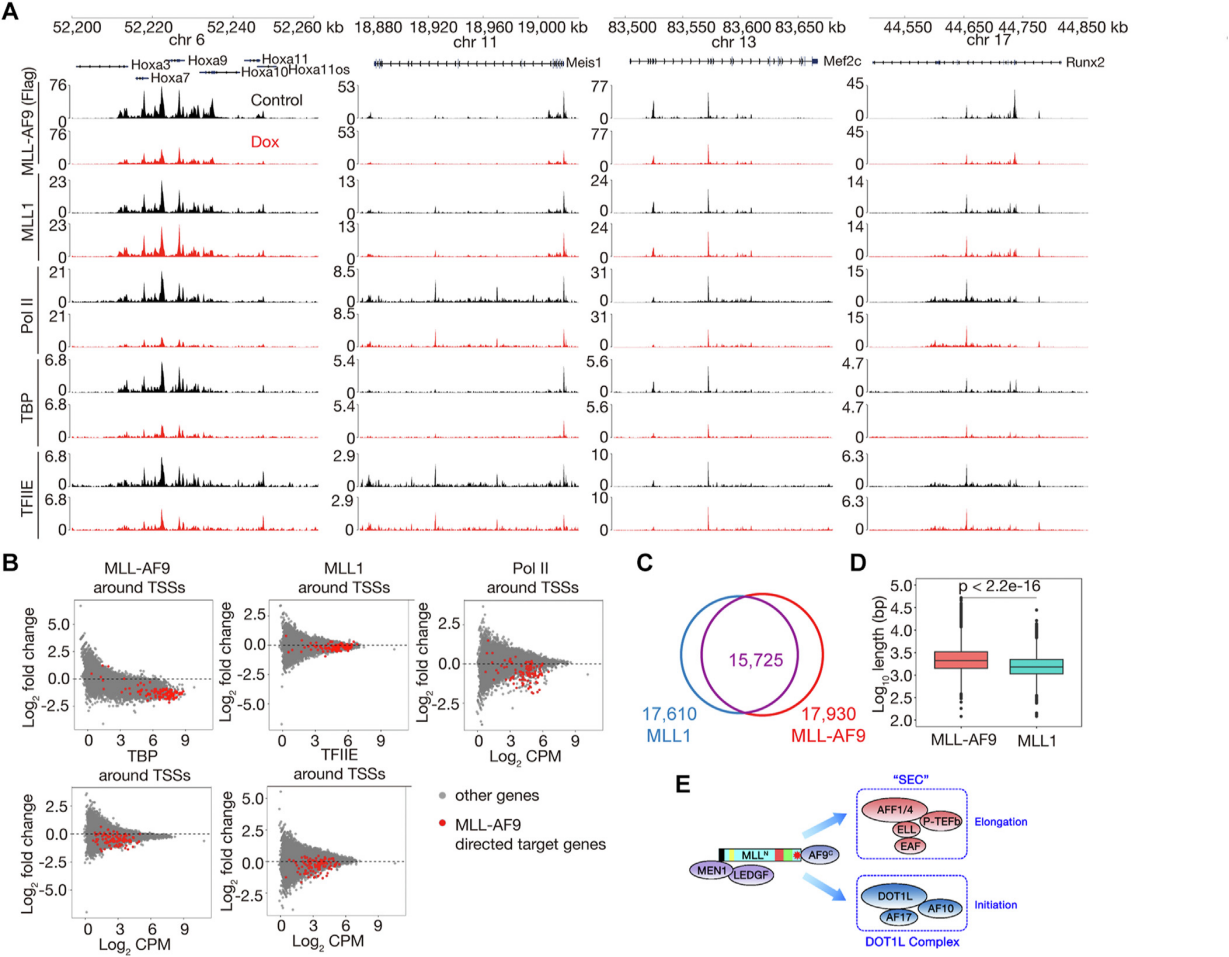
**MLL-AF9 may be capable of regulating transcriptional initiation.***A*, normalized read distribution of MLL-AF9, MLL1, Pol II, TBP, and TFIIE within the 5′ *Hoxa*, *Meis1*, *Mef2c*, and *Runx2* loci. *B*, MA plots showing occupancy changes of MLL-AF9, MLL1, Pol II, TBP, and TFIIE upon MLL-AF9 downregulation by doxycycline treatment. One hundred thirty-nine previously characterized target genes of MLL-AF9 are highlighted in *red*. *C*, a *Venn diagram* showing an overlap between peaks of MLL1 and MLL-AF9. *D*, box plots comparing peak length (width) of MLL-AF9 and MLL1 in iMA9 cells. *E*, model for the function MLL-AF9 in transcription. TSS-proximal CGI-bound MLL-AF9 facilitates transcriptional initiation and elongation by forming MLL-AF9–DOT1L complex and MLL-AF9-SEC, respectively. CGI, CpG island; DOT1L, disruptor of telomeric silencing 1-like; MLL1, mixed lineage leukemia 1; Pol II, polymerase II; SEC, super elongation complex; TSS, transcription start site.

By comparative analyses, we found that there are 15,725 peaks co-occupied by MLL1 and MLL-AF9, accounting for 89.3% of the MLL1 peaks and 87.7% of the MLL-AF9 peaks (Fig. 7*C*). MLL-AF9 peaks are slightly wider than MLL1 peaks in iMA9 cells (Fig. 7*D*), which is likely due to higher quality of the MLL-AF9 CUT&Tag data resulting from high-level expression of FLAG-tagged MLL-AF9 for immortalization of iMA9 and high efficiency of the FLAG M2 antibody used for MLL-AF9 CUT&Tag experiments.

## Discussion

It is believed that major MLL-FPs aberrantly maintain gene activation through simulating elongation (5). Previous studies also suggested differences between MLL1 and MLL-FPs with respect to location (23) and size (22, 28, 29) of occupancy sites, which are considered signatures of major target genes of MLL-FPs. In this study, we investigated not only the relationship between MLL1 and AF9, the most frequent fusion partner of MLL1 in AML, and the role of AF9 in transcriptional regulation in the non-MLLr HEL cells, but also the chromatin occupancy patterns of MLL1 and MLL-AF9, and the role of MLL-AF9 in transcriptional regulation in MLL cells. We found that there is no difference between MLL1 and MLL-AF9 with respect to location and size of occupancy sites and that MLL-AF9 may be capable of regulating transcriptional initiation in addition to elongation (Fig. 7*E*).

### The SEC may play an important role in initiation besides elongation

AF9 and its paralog, ENL, are major fusion partners of MLL1 in MLL. They can be integrated into the SEC and the DOT1L complex in a mutually exclusive manner. The P-TEFb subunit of the SEC is a critical regulator of pause release of Pol II (13). H3K79 dimethylation, catalyzed by DOT1L, has been found to be associated with the 5′ regions of active genes (43), leading to the view of DOT1L as an elongation factor. Most of the noncatalytic subunits of the SEC or the DOT1L complex have been found to be able to affect the recruitment or the activity of the corresponding catalytic subunit, so they are considered regulators of transcriptional elongation. It has been shown before that two poly-serine stretches of AF9 are capable of directly interacting with TFIID (42); we previously found that DOT1L or ENL knockout decreased TFIID recruitment and the DOT1L complex may regulate transcriptional initiation in human K562 cells (15). In this study, we found that AF9 KD significantly decreased TBP occupancy on hundreds of genes while affected CDK9 occupancy on a much smaller number of genes in human HEL cells, suggesting a role of AF9 in initiation besides elongation. These results together suggest that the SEC may also play an important role in initiation through AF9 or ENL besides a well-established critical role in elongation through P-TEFb.

With respect to why significantly reduced TBP occupancy on hundreds of genes (Fig. 5, *E* and *G*) upon AF9 KD only affected Pol II occupancy on a much smaller number of genes (Fig. 5, *C* and *F*) in HEL cells, one explanation may be the compensatory enhancement of steps downstream of TFIID recruitment, and another explanation may be the opposite effects of decreased initiation, which decreases Pol II occupancy, and decreased pause release caused by compromised P-TEFb function, which increases Pol II occupancy.

### MLL-AF9 may be capable of regulating transcriptional initiation and elongation

One of the earlier studies performed ChIP-seq experiments for MLL1 and AF4 (also known as AFF1) in two human cell lines, the SEM cell line, harboring a (4;11)(q21;q23) translocation, and the REH cell line, harboring no MLLr, respectively; target genes of MLL-AF4 were defined as those co-occupied by both MLL1 and AF4, and the authors found that regions occupied by MLL-AF4 (5–100 kb) are much larger in size than regions occupied by MLL1 or AF4 (1–3 kb) (22). Another earlier study performed MLL1 ChIP-chip in three human cell lines with *MLL1* translocations, ML-2, MV4;11 and THP1-expressing MLL-AF6, MLL-AF4, and MLL-AF9, respectively, and two human cell lines without MLLr, HL60, and U937; the authors found that MLL-FPs preferentially occupy a small proportion of the leukemic genome with high level and an extended distribution pattern (28). One recent study also performed ChIP-seq experiments for MLL1 and AF4 in SEM cells; the authors found that 3.4% of the target genes exhibit spreading occupancy of MLL-AF4 greater than 4 kb onto gene bodies, those genes are more dependent on MLL-AF4, and the spreading is specific for MLL-FPs, not MLL1 (29). Moreover, one study using murine AML cells expressing MLL-AF9 discovered that MLL1 binds to chromatin regions distinct from those of MLL-AF9 (23). Nonetheless, occupancy of MLL1 and MLL-FPs had never been carefully compared in the same human cells harboring MLLr.

The major obstacle of comparing chromatin occupancy of MLL1 and MLL-AF9 in MLL cells is that there is no MLL-AF9–specific antibody available. Taking advantage of the MOLM-13-AF9 KO cell line, the MLL (468) antibody and the AF9-C antibody, we found that chromatin occupancy patterns of MLL1 and MLL-AF9 are very likely to be identical, and there is no difference between them with respect to location and size of occupancy sites (Fig. 6, *D*–*F*). This conclusion is supported by CUT&Tag results of MLL1 and MLL-AF9 in iMA9 cells (Figs. S7*B* and 7, *A*, and *D*). These results suggest that even if MLL-AF9 is capable of aberrantly stimulating elongation, it is unlikely through traveling with Pol II alone gene body *via* its AF9 part. Considering that MLL1 and AF9 do not directly interact with each other in non-MLLr cells, in our view, it is more likely that the fusion between them in MLLr cells creates an unbreakable shortcut for transcriptional initiation and elongation bypassing the need of proteins working between them in non-MLLr cells for gene activation (Fig. 7*E*). Future works are needed to determine if other major MLL-FPs, in particular MLL-AF4, are also capable of regulating transcriptional initiation.

## Limitation of this study

It is ideal to use an acute protein degradation system, most notably, the AID system, to determine the direct effects of the loss of a transcription or epigenetic factor. Obtaining cells harboring the AID system need genome editing and single-cell cloning. However, HEL cells seeded into wells of 96-well plates by serial dilution cannot form colonies, so that it is impossible to obtain the desired cells. Our conclusion that AF9 regulates TFIID recruitment was drawn from genomic experiments using control and AF9 KD cells, so the effect might not be immediate.

## Experimental procedures

### Cell culture

Human cells 293T were cultured in 90% Dulbecco's modified Eagle's medium + 10% fetal bovine serum + 2% Penicillin-Streptomycin + 2 mM L-Glutamine. Human cells MOLM-13 and HEL and murine cells iMA9 were cultured in 90% Roswell Park Memorial Institute-1640 medium + 10% fetal bovine serum + 2% Penicillin-Streptomycin + 2 mM L-Glutamine + 55 μM β-mercaptoethanol. For downregulating expression of MLL-AF9, doxycycline was added to iMA9 cells at a concentration of 0.5 μg/ml.

### Lentiviral RNAi

For lentivirus production and transduction, 60 to 90% confluent 293T cells in antibiotic-free medium were transfected on day 1 with the TRC control and a gene-specific lentiviral shRNA plasmid, respectively, together with packaging plasmids psPAX2 and pMD2.G. On day 2 in the morning, medium-containing transfection reagent was replaced with fresh medium-containing 2% Penicillin-Streptomycin (Sigma-Aldrich, cat. no. P0781). On day 3 in the afternoon, HEL cells were resuspended in virus-containing medium and spun at 2000 rpm at 20 °C for 1 h for infection. After infection, virus-containing medium was removed; the cells were resuspended in fresh medium and cultured overnight. On day 4 in the morning, the cells were washed twice with PBS and resuspended in fresh medium. On day 4 in the afternoon, the cells were transduced with the same viruses again. On day 5 in the morning, the cells were washed twice with PBS, resuspended in fresh medium. On day 6 in the morning, puromycin was added to a final concentration of 2 μg/ml. The cells were cultured for additional 72 h before being harvested for quantitative reverse transcription polymerase chain reaction, Western blot and CUT&Tag. Mission shRNA clones used in this study are listed in Table S1. Antibodies used for Western blot experiments are listed in Table S2. Primers for real time PCR are listed in Table S3.

## Data availability

Next generation sequencing data have been submitted to Gene Expression Omnibus repository under accession number GSE231814. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE (44) partner repository with the dataset identifier PXD042008.

## Supporting information

This article contains supporting information (45, 46, 47, 48, 49, 50, 51, 52, 53, 54, 55, 56, 57, 58).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] Issa G.C., Ravandi F., DiNardo C.D., Jabbour E., Kantarjian H.M., Andreeff M. (2021). Therapeutic implications of menin inhibition in acute leukemias. Leukemia.

[2] Yagi H., Deguchi K., Aono A., Tani Y., Kishimoto T., Komori T. (1998). Growth disturbance in fetal liver hematopoiesis of Mll-mutant mice. Blood.

[3] Ernst P., Fisher J.K., Avery W., Wade S., Foy D., Korsmeyer S.J. (2004). Definitive hematopoiesis requires the mixed-lineage leukemia gene. Dev. Cell.

[4] Jude C.D., Climer L., Xu D., Artinger E., Fisher J.K., Ernst P. (2007). Unique and independent roles for MLL in adult hematopoietic stem cells and progenitors. Cell Stem Cell.

[5] Krivtsov A.V., Hoshii T., Armstrong S.A. (2017). Mixed-lineage leukemia fusions and chromatin in leukemia. Cold Spring Harb. Perspect. Med..

[6] Hsieh J.J., Cheng E.H., Korsmeyer S.J. (2003). Taspase1: a threonine aspartase required for cleavage of MLL and proper HOX gene expression. Cell.

[7] Rao R.C., Dou Y. (2015). Hijacked in cancer: the KMT2 (MLL) family of methyltransferases. Nat. Rev. Cancer.

[8] Issa G.C., Aldoss I., DiPersio J., Cuglievan B., Stone R., Arellano M. (2023). The menin inhibitor revumenib in KMT2A-rearranged or NPM1-mutant leukaemia. Nature.

[9] Wang X., Chen C.W., Armstrong S.A. (2016). The role of DOT1L in the maintenance of leukemia gene expression. Curr. Opin. Genet. Dev..

[10] Zhao D., Li Y., Xiong X., Chen Z., Li H. (2017). YEATS domain-A histone acylation reader in Health and disease. J. Mol. Biol..

[11] Smith E., Lin C., Shilatifard A. (2011). The super elongation complex (SEC) and MLL in development and disease. Genes Dev..

[12] Liu Z., Wu A., Wu Z., Wang T., Pan Y., Li B. (2022). TOX4 facilitates promoter-proximal pausing and C-terminal domain dephosphorylation of RNA polymerase II in human cells. Commun. Biol..

[13] Core L., Adelman K. (2019). Promoter-proximal pausing of RNA polymerase II: a nexus of gene regulation. Genes Dev..

[14] Luo Z., Lin C., Shilatifard A. (2012). The super elongation complex (SEC) family in transcriptional control. Nat. Rev. Mol. Cell Biol..

[15] Wu A., Zhi J., Tian T., Cihan A., Cevher M.A., Liu Z. (2021). DOT1L complex regulates transcriptional initiation in human erythroleukemic cells. Proc. Natl. Acad. Sci. U. S. A..

[16] Zeisig B.B., Milne T., García-Cuéllar M.P., Schreiner S., Martin M.E., Fuchs U. (2004). Hoxa9 and Meis1 are key targets for MLL-ENL-mediated cellular immortalization. Mol. Cell Biol..

[17] Ramos-Mejia V., Navarro-Montero O., Ayllón V., Bueno C., Romero T., Real P.J. (2014). HOXA9 promotes hematopoietic commitment of human embryonic stem cells. Blood.

[18] Wang H., Liu C., Liu X., Wang M., Wu D., Gao J. (2018). MEIS1 regulates hemogenic endothelial generation, megakaryopoiesis, and thrombopoiesis in human pluripotent stem cells by targeting TAL1 and FLI1. Stem Cell Rep..

[19] Sauvageau G., Lansdorp P.M., Eaves C.J., Hogge D.E., Dragowska W.H., Reid D.S. (1994). Differential expression of homeobox genes in functionally distinct CD34+ subpopulations of human bone marrow cells. Proc. Natl. Acad. Sci. U. S. A..

[20] Pineault N., Helgason C.D., Lawrence H.J., Humphries R.K. (2002). Differential expression of Hox, Meis1, and Pbx1 genes in primitive cells throughout murine hematopoietic ontogeny. Exp. Hematol..

[21] Ayton P.M., Cleary M.L. (2003). Transformation of myeloid progenitors by MLL oncoproteins is dependent on Hoxa7 and Hoxa9. Genes Dev..

[22] Guenther M.G., Lawton L.N., Rozovskaia T., Frampton G.M., Levine S.S., Volkert T.L. (2008). Aberrant chromatin at genes encoding stem cell regulators in human mixed-lineage leukemia. Genes Dev..

[23] Xu J., Li L., Xiong J., denDekker A., Ye A., Karatas H. (2016). MLL1 and MLL1 fusion proteins have distinct functions in regulating leukemic transcription program. Cell Discov..

[24] Terranova R., Agherbi H., Boned A., Meresse S., Djabali M. (2006). Histone and DNA methylation defects at Hox genes in mice expressing a SET domain-truncated form of Mll. Proc. Natl. Acad. Sci. U. S. A..

[25] Mishra B.P., Zaffuto K.M., Artinger E.L., Org T., Mikkola H.K.A., Cheng C. (2014). The histone methyltransferase activity of MLL1 is dispensable for hematopoiesis and leukemogenesis. Cell Rep..

[26] Lin C., Garrett A.S., De Kumar B., Smith E.R., Gogol M., Seidel C. (2011). Dynamic transcriptional events in embryonic stem cells mediated by the super elongation complex (SEC). Genes Dev..

[27] Yu M., Yang W., Ni T., Tang Z., Nakadai T., Zhu J., Roeder R.G. (2015). RNA polymerase II-associated factor 1 regulates the release and phosphorylation of paused RNA polymerase II. Science.

[28] Wang Q.F., Wu G., Mi S., He F., Wu J., Dong J. (2011). MLL fusion proteins preferentially regulate a subset of wild-type MLL target genes in the leukemic genome. Blood.

[29] Kerry J., Godfrey L., Repapi E., Tapia M., Blackledge N.P., Ma H. (2017). MLL-AF4 spreading identifies binding sites that are distinct from super-enhancers and that govern sensitivity to DOT1L inhibition in leukemia. Cell Rep..

[30] Calvanese V., Nguyen A.T., Bolan T.J., Vavilina A., Su T., Lee L.K. (2019). MLLT3 governs human haematopoietic stem-cell self-renewal and engraftment. Nature.

[31] Blobel G.A., Kadauke S., Wang E., Lau A.W., Zuber J., Chou M.M. (2009). A reconfigured pattern of MLL occupancy within mitotic chromatin promotes rapid transcriptional reactivation following mitotic exit. Mol. Cell.

[32] Ayton P.M., Chen E.H., Cleary M.L. (2004). Binding to nonmethylated CpG DNA is essential for target recognition, transactivation, and myeloid transformation by an MLL oncoprotein. Mol. Cell Biol..

[33] Deaton A.M., Bird A. (2011). CpG islands and the regulation of transcription. Genes Dev..

[34] Illingworth R.S., Bird A.P. (2009). CpG islands--'a rough guide'. FEBS Lett..

[35] Barski A., Cuddapah S., Cui K., Roh T.Y., Schones D.E., Wang Z. (2007). High-resolution profiling of histone methylations in the human genome. Cell.

[36] Yesbolatova A., Saito Y., Kitamoto N., Makino-Itou H., Ajima R., Nakano R. (2020). The auxin-inducible degron 2 technology provides sharp degradation control in yeast, mammalian cells, and mice. Nat. Commun..

[37] Thiel A.T., Blessington P., Zou T., Feather D., Wu X., Yan J. (2010). MLL-AF9-induced leukemogenesis requires coexpression of the wild-type Mll allele. Cancer Cell.

[38] Yu L., Zhang B., Deochand D., Sacta M.A., Coppo M., Shang Y. (2020). Negative elongation factor complex enables macrophage inflammatory responses by controlling anti-inflammatory gene expression. Nat. Commun..

[39] Prange K.H.M., Mandoli A., Kuznetsova T., Wang S.Y., Sotoca A.M., Marneth A.E. (2017). MLL-AF9 and MLL-AF4 oncofusion proteins bind a distinct enhancer repertoire and target the RUNX1 program in 11q23 acute myeloid leukemia. Oncogene.

[40] Zuber J., Rappaport A.R., Luo W., Wang E., Chen C., Vaseva A.V. (2011). An integrated approach to dissecting oncogene addiction implicates a Myb-coordinated self-renewal program as essential for leukemia maintenance. Genes Dev..

[41] Bernt K.M., Zhu N., Sinha A.U., Vempati S., Faber J., Krivtsov A.V. (2011). MLL-rearranged leukemia is dependent on aberrant H3K79 methylation by DOT1L. Cancer Cell.

[42] Yadav D., Ghosh K., Basu S., Roeder R.G., Biswas D. (2019). Multivalent role of human TFIID in recruiting elongation components at the promoter-proximal region for transcriptional control. Cell Rep..

[43] Steger D.J., Lefterova M.I., Ying L., Stonestrom A.J., Schupp M., Zhuo D. (2008). DOT1L/KMT4 recruitment and H3K79 methylation are ubiquitously coupled with gene transcription in mammalian cells. Mol. Cell Biol..

[44] Perez-Riverol Y., Bai J., Bandla C., García-Seisdedos D., Hewapathirana S., Kamatchinathan S. (2022). The PRIDE database resources in 2022: a hub for mass spectrometry-based proteomics evidences. Nucleic Acids Res..

[45] Rahl P.B., Lin C.Y., Seila A.C., Flynn R.A., McCuine S., Burge C.B. (2010). c-Myc regulates transcriptional pause release. Cell.

[46] Kwak H., Fuda N.J., Core L.J., Lis J.T. (2013). Precise maps of RNA polymerase reveal how promoters direct initiation and pausing. Science.

[47] Yu M., Mazor T., Huang H., Huang H.T., Kathrein K.L., Woo A.J. (2012). Direct recruitment of polycomb repressive complex 1 to chromatin by core binding transcription factor. Mol. Cell.

[48] Zhong S., Joung J.G., Zheng Y., Chen Y.R., Liu B., Shao Y. (2011). High-throughput illumina strand-specific RNA sequencing library preparation. Cold Spring Harb. Protoc..

[49] Chen S., Zhou Y., Chen Y., Gu J. (2018). fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics.

[50] Kim D., Paggi J.M., Park C., Bennett C., Salzberg S.L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[51] Liao Y., Smyth G.K., Shi W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[52] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[53] Wang T., Zhao R., Zhi J., Liu Z., Wu A., Yang Z. (2023). Tox4 regulates transcriptional elongation and reinitiation during murine T cell development. Commun. Biol..

[54] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[55] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N. (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[56] Meers M.P., Tenenbaum D., Henikoff S. (2019). Peak calling by Sparse Enrichment Analysis for CUT&RUN chromatin profiling. Epigenetics Chromatin.

[57] Robinson M.D., McCarthy D.J., Smyth G.K. (2009). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[58] Yu M., Riva L., Xie H., Schindler Y., Moran T.B., Cheng Y. (2009). Insight into GATA-1-mediated gene activation versus repression via genome-wide chromatin occupancy analysis. Mol. Cell.

# Supplementary material for: MLL-AF9 regulates transcriptional initiation in mixed lineage leukemic cells
**Source:** J Biol Chem. 2024 Jul 11;300(8):107566. doi: 10.1016/j.jbc.2024.107566
**Supplement:** Supporting information

**Supporting Information**

**Supplementary Methods**

*Design and clone MLL1 and AF9 shRNAs into pLKO.1*

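Short hairpin RNAs (shRNAs) expressed from pLKO.1 are processed into a guide strand that pairs with the target sequence in the mRNA. The target sequences of shRNA #1 and #2 of each gene were matched to the genome (GRCh38) and to the annotated transcripts. The target sequence of MLL1 shRNA #1 in Table S1, GCACTGTTAAACATTCCACTT, occurs 1 time in the genome, on chromosome 11 from 118474149 to 118474169, in exon 3 of 36 of KMT2A, within its coding sequence on the plus strand. It covers bases 3011 to 3031 of the canonical transcript of 16600 bases, in the surrounding sequence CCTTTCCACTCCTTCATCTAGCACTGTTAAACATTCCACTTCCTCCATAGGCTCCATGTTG. The sequence TGCCAAGCACTGTCGAAATTA, which Table S1 lists as MLL1 shRNA #2, lies on chromosome 11 from 118519688 to 118519708, in exon 32 of KMT2A and within its coding sequence. The sequence TTCAAAGCCTCACAAATTAAT, which Table S1 lists as AF9 shRNA #1, occurs 1 time in the genome, on chromosome 9 from 20414247 to 20414267, in exon 5 of 11 of MLLT3, within its coding sequence on the minus strand. It covers bases 822 to 842 of the canonical transcript of 6724 bases, in the surrounding sequence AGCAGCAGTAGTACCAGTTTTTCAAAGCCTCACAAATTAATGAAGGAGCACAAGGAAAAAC. AF9 shRNA #2, with the target sequence GCACAGTAACATACAGCACTT, matches chromosome 9 from 20620707 to 20620727, in exon 2 of MLLT3 and within its coding sequence. The RNA-seq libraries were made with shRNA #1 of each gene.

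Among 25931 transcripts, 1 per gene, MLL1 shRNA #1 had no match with 1 mismatch, 1 gene (ZBTB33) with 2 mismatches and 1 gene (VPS50) with 3. In MLL1 KD cells neither was called, with log2 fold changes of -0.00 (standard error 0.16) and 0.19 (standard error 0.13). AF9 shRNA #1 had no match with 1 mismatch, 1 gene (OR8D1) with 2 mismatches and 3 genes (HLF, PCDH20 and WDR17) with 3, none of which passed the filter on mean TPM in the AF9 experiment.

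**Figure D5:**
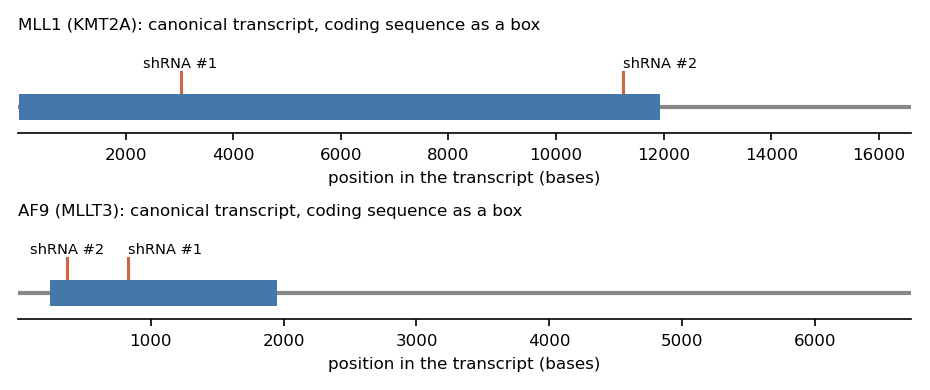
Positions of the target sequences of shRNA #1 and #2 of MLL1 and of AF9 (vertical lines) in the canonical transcripts of KMT2A and MLLT3, in bases from the transcript's first base. Boxes mark the coding sequence, which holds all 4 target sequences.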

One shRNA targeting sequence “TGCCAAGCACTGTCGAAATTA” of MLL1 (NM_001197104.2) and one shRNA targeting sequence “TTCAAAGCCTCACAAATTAAT” of AF9 (NM_004529.3) were designed through the public portal of The RNAi Consortium. Synthesized oligos after annealing were cloned into pLKO.1 through the *Age*I and the *Eco*RI cutting sites. pLKO.1 TRC control (SHC016) and the rest of the shRNA expressing plasmids used in this study were purchased from Sigma Aldrich.

*Generation of knockout cell line by CRISPR-Cas9*

Guide RNAs (gRNAs) were designed using the tool provided by Benchling. Oligos were annealed and cloned into lentiCRISPR v2 (Addgene, Plasmid #52961). Lentiviruses were prepared as previously described^47^. Single colonies obtained by serial dilution were expanded and subsequently characterized by Western blot. Oligos for gRNA cloning used in this study are listed in Supplementary Table 1.

*RNA extraction, reverse transcription, real-time PCR, RNA-seq and related analysis*

RNA was extracted from cells using RNeasy Plus Mini Kit (Qiagen, cat. no. 74134) and Quick-RNA MiniPrep Kit (Zymo Research, cat. no. R1054) by following the manufacturers’ protocols. For RT-PCR, single-strand cDNA was synthesized using iScript cDNA Synthesis Kit (Bio-Rad, cat. no. 1708891). For real-time PCR, β-Actin was used as the internal control. Relative abundance of transcript was calculated by the 2^ΔCt^ method. Libraries of strand-specific RNA-seq were constructed as previously described^48^. Raw reads were filtered using fastp^49^ (version 0.13.1, default parameters) and mapped to hg38 using HISAT2^50^ (version 2.1.0) with parameters “--rna-strandness RF –dta”. Read counts per gene were calculated in strand-specific manner using featureCounts^51^. Differential expression analysis was performed using DESeq2^52^, and genes with mean TPM ≥ 1, FDR < 0.05 and fold change ≥ 1.5 were identified as significantly differentially expressed.

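TPM divides a gene's count by its length before scaling each library to the same total, so the filter on mean TPM leaves out genes with few reads for their length. DESeq2 models counts with a dispersion shared across genes of similar level and tests each gene with a Wald test. It leaves genes with low counts (independent filtering) or with outlying counts without an adjusted p value. Run in that order on the deposited counts (DESeq2 on all genes with at least 1 count, then the filter), 13312 of the 14393 genes of the MLL1 experiment and 11978 of the 13331 genes of the AF9 experiment that passed the filter received an adjusted p value. With the filter first and DESeq2 on the remaining genes, 119 genes were downregulated and 113 upregulated in MLL1 KD cells, and 561 were downregulated and 801 upregulated in AF9 KD cells. FDR is the false discovery rate, for which DESeq2 gives p values adjusted by the Benjamini-Hochberg method.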

*CUT&Tag and related analysis*

CUT&Tag experiments were performed as previously described with minor modifications^53^. Briefly, 100,000 human cells or 200,000 murine cells were used for each experiment. Cells were bound to Concanavalin A-coated beads without fixation and chromatin opening. After primary and secondary antibodies binding, pA-Tn5 transposome binding, and tagmentation, DNA was extracted and amplified by PCR. Antibodies used for CUT&Tag experiments are listed in Table S2.

Raw reads were filtered using fastp (version 0.13.1, default parameters) ^49^ and aligned to human genome hg38 using Bowtie2 (version 2.3.4.1) ^54^. Low-quality alignments were filtered out using SAMtools (version 0.1.19) ^55^ with command “samtools view -F 1804 -q 25”. MarkDuplicates tools in Picard was used to identify and remove PCR duplicates from the aligned reads. Peak calling was performed using SEACR (version 1.3) ^56^ with an FDR threshold 0.01 in stringent mode. Peaks were called initially from merged reads of two biological replicates, and among them, those cannot be called subsequently from either of the biological replicates were removed. The remaining peaks were defined as high confidence ones. A gene is considered as bound by one factor if any peak of this factor is found from 2 kb upstream to 0.3 kb downstream of this gene. EdgeR^57^ was used to analyze differential occupancy around TSSs (from 2 kb upstream to 2 kb downstream of TSSs) or TESs (from 2 kb upstream to 2 kb downstream of TESs), and genes with a BH-adjusted p value < 0.05 and fold change ≥ 1.2 (or ≥ 1.1 when specified) were identified as differentially bound. Antibodies for CUT&Tag are listed in Table S2.

With respect to MA plots, the log_2_fold-change and log_2_CPM of MLL-AF9, MLL1, Pol II, TBP and TFIIE occupancy on promoters (from 2 kb upstream to 2 kb downstream of TSSs) were calculated by edgeR (v3.24.3), respectively. With respect to box plots of peak length (width), the p-values were calculated by unpaired Wilconx test.

*PRO-seq and related analysis*

PRO-seq experiments were performed as previously described^39^, and the libraries were sequenced by Illumina HiSeq 2500. Raw reads were mapped to reference genome (hg38) using Bowtie2. To visualize engaged Pol II occupancies on genes by aggregation plots (average gene plots), genes with length greater than 500 bp and RPKM >1 (determined by RNA-seq) were selected; gene bodies were split into 300 windows, and regions 2 kb upstream of transcription start site (TSS) and 2 kb downstream of transcription end sites (TES) were split into 50 windows, respectively; reads density within each window was calculated separately for control and knockdown samples, and normalized to sequencing depth; normalized reads density values were used to draw the aggregation plots. Traveling ratios of Pol II were calculated by following a previously described strategy^38^.

*Co-immunoprecipitation (co-IP), mass spectrometry and related analysis*

Co-IP assays were performed as previously described with minor modification^58^. Nuclear extract (NE) from HEL cells was diluted 2 to 3-fold by adding NE dilution buffer or dialyzed against BC-150 buffer to make its salt concentration close to 150 mM. Antibodies were incubated with Dynabeads protein A at 4°C for 3 hours, respectively, and then cross-linked to beads by 25 mM DMA (Pierce, cat. no. 20660) at room temperature for 1 hour. Usually, 0.5 to 1 mg NE was used for each regular co-IP while 75 mg NE was used for each large-scale co-IP for mass spectrometry. After overnight incubation at 4°C, bead-antibody-protein complexes were washed with BC-150 buffer (10 mM Tris-HCl, 0.2 mM EDTA, 150 mM KCl, 20% glycerol, and 0.1% NP-40, pH 7.9) for 4 times and 6 times for regular co-IP and large-scale co-IP, respectively. Additional 2 washes with PBS were added afterwards for large-scale co-IP. The protein complexes were eluted from beads by 50 mM glycine (pH 2.4), immediately neutralized in 1 M Tris-HCl, pH 7.4, and analyzed by Western blot or a Multidimensional Protein Identification Technology (MudPIT) system. Antibodies used for co-IP experiments are listed in Table S2.

MS/MS spectra were searched using MASCOT engine (Matrix Science, London, UK; version 2.2) against the Human UniProt database (downloaded at May 2019; 171145 sequences). For protein identification, the following options were used: Peptide mass tolerance=20 ppm, MS/MS tolerance=0.1 Da, Enzyme=Trypsin, Missed cleavage=2, Fixed modification: Carbamidomethyl (C), Variable modification: Oxidation(M); score > 20. In total, 1,197 and 210 non-redundant proteins were identified in AF9-IP and IgG-IP samples, respectively. Proteins identified in the AF9-IP sample were filtered according to the following criteria: 1) The unique peptide count of a protein in the IgG-IP sample (UPC_IgG_) should be no larger than 1; 2) If the UPC_IgG_ of a protein is 0, the unique peptide count of the same protein in the AF9-IP sample (UPC_AF9_) should be at least 2; and if the UPC_IgG_ of a protein is 1, UPC_AF9_ should be at least 3.667 proteins that met the requirement were referred to as AF9-accosiated proteins.

**Supplementary Tables**

**Table S1. Primers for shRNA and gRNA cloning**

| Name | Sequence | TRC number | Note |
| --- | --- | --- | --- |
| MLL1 shRNA1  Forward | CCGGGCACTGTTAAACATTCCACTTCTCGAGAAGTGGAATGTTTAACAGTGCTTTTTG | TRCN0000234744 | For MLL1 shRNA1 cloning |
| MLL1 shRNA1 Reverse | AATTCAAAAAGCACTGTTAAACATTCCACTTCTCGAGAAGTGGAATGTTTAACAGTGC | TRCN0000234744 | For MLL1 shRNA1 cloning |
| MLL1 shRNA2  Forward | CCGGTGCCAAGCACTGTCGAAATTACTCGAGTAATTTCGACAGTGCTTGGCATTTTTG |  | For MLL1 shRNA2 cloning |
| MLL1 shRNA2 Reverse | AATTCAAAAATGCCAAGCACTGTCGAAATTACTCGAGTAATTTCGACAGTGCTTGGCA |  | For MLL1 shRNA2 cloning |
| AF9 shRNA1  Forward | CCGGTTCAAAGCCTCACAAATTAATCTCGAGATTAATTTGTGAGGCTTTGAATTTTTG |  | For AF9 shRNA1 cloning |
| AF9 shRNA1  Reverse | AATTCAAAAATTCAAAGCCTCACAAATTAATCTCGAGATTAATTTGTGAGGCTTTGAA |  | For AF9 shRNA1 cloning |
| AF9 shRNA2  Forward | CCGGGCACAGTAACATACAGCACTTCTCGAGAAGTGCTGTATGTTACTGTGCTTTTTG | TRCN0000005792 | For AF9 shRNA2 cloning |
| AF9 shRNA2  Reverse | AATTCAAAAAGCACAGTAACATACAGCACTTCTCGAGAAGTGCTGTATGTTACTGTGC | TRCN0000005792 | For AF9 shRNA2 cloning |
| AF9 shRNA3  Forward | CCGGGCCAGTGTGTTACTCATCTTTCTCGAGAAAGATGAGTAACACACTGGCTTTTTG | TRCN0000005790 | For AF9 shRNA3 cloning |
| AF9 shRNA3  Reverse | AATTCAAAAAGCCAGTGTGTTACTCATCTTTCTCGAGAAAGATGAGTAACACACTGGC | TRCN0000005790 | For AF9 shRNA3 cloning |
| AF9 shRNA4  Forward | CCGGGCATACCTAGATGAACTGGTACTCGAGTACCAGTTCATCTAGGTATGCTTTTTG | TRCN0000005793 | For AF9 shRNA4 cloning |
| AF9 shRNA4  Reverse | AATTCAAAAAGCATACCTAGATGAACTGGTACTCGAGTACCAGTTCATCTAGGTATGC | TRCN0000005793 | For AF9 shRNA4 cloning |
| AF9 gRNA  Forward | CACCGAAGTTAGCTTTTCACAGCGG |  | For AF9 gRNA cloning |
| AF9 gRNA  Reverse | AAACCCGCTGTGAAAAGCTAACTTC |  | For AF9 gRNA cloning |

**Table S2. Antibodies for WB, co-IP and CUT&Tag.**

| Target | Vender | Catalogue number | Applications |
| --- | --- | --- | --- |
| AFF1 | Bethyl Laboratories | A302-344A | WB |
| AF9-N | Bethyl Laboratories | A300-595A | WB |
| AF9-N | Bethyl Laboratories | A300-596A | WB, CUT&Tag |
| AF9-C | Diagenode | A300-868A | CUT&Tag |
| CDK9 | Bethyl Laboratories | A303-493A | WB |
| CDK9 | ABclonal | A0886 | CUT&Tag |
| CDK9 | Santa Cruz | sc-13130 | WB |
| MLL1 (456) | E. Canaani Lab |  | co-IP,  CUT&Tag |
| MLL1 (468) | E. Canaani Lab |  | WB, co-IP,  CUT&Tag |
| Pol ll | Santa Cruz | sc-47701 | WB, CUT&Tag |
| Pol ll (Ser-2p) | Millipore | 04-1571 | WB |
| Pol ll (Ser-5p) | Millipore | 04-1572 | WB |
| RBBP5 | Bethyl Laboratories | A300-109A | WB |
| TBP | Santa Cruz | sc-56795 | CUT&Tag |
| Anti-FLAG M2 | Sigma-Aldrich | F1804 | CUT&Tag |
| TFIIEβ | GeneTex | GTX105029 | CUT&Tag |
| β-ACTIN | Santa Cruz | sc-47778 | WB |

**Table S3. Primers for qRT-PCR**

| MLL1 Forward1 | GGTTTGCTTTCTCTGTGCCA | For qRT-PCR of MLL1 |
| --- | --- | --- |
| MLL1 Reverse1 | TAGCCTGATGTTGCCTTCCA | For qRT-PCR of MLL1 |
| MLL1 Forward2 | CGATCAAATGCCCGCCTAAA | For qRT-PCR of MLL1 |
| MLL1 Reverse2 | TCAGGAGGCTGACGATGTTT | For qRT-PCR of MLL1 |
| AF9 Forward1 | GCAGTTCTGCTTCTTCACCC | For qRT-PCR of MLL-AF9 |
| AF9 Reverse1 | GGTTTTGTCCAGCGAGCAAA | For qRT-PCR of MLL-AF9 |
| AF9 Forward2 | CACCCCTACATCACGAACCT | For qRT-PCR of MLL-AF9 |
| AF9 Reverse2 | GTCCAGCGAGCAAAGATCAA | For qRT-PCR of MLL-AF9 |
| β-Actin Forward | TGACGTGGACATCCGCAAAG | Internal control for qRT-PCR |
| β-Actin Reverse | CTGGAAGGTGGACAGCGAGG | Internal control for qRT-PCR |

**Supplementary Figures**

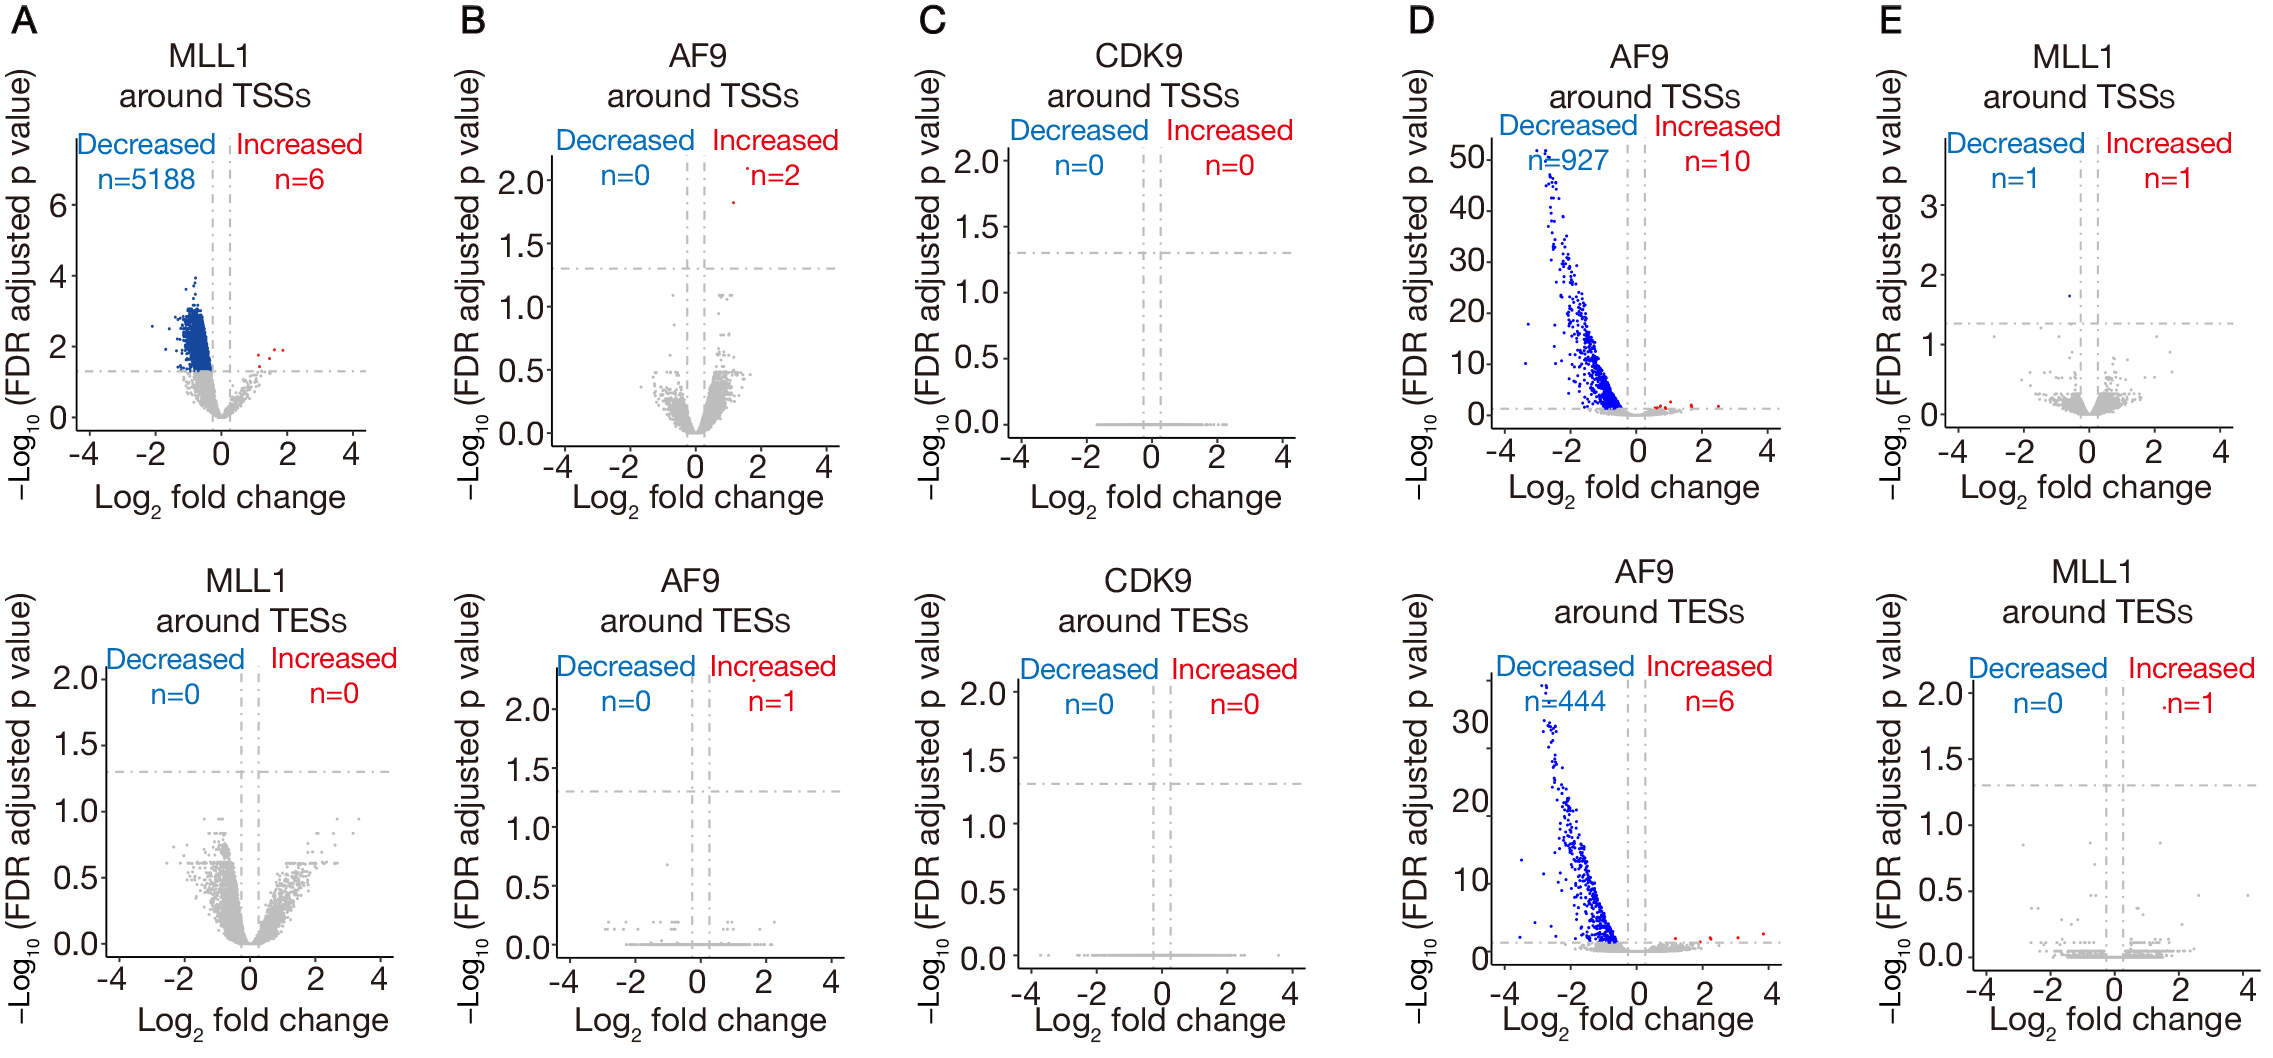

**Supplementary Figure 1. Chromatin occupancy of MLL1 and AF9 is independent of each other in HEL cells.**

*A-C*, Volcano plots showing occupancy changes of MLL1 (*A*), AF9 (*B*) and CDK9 (*C*) on MLL1-bound genes in MLL1 KD cells relative to control cells. *D* and *E*, Volcano plots showing occupancy changes of AF9 (*D*) and MLL1 (*E*) on AF9-bound genes in AF9 KD cells relative to control cells.

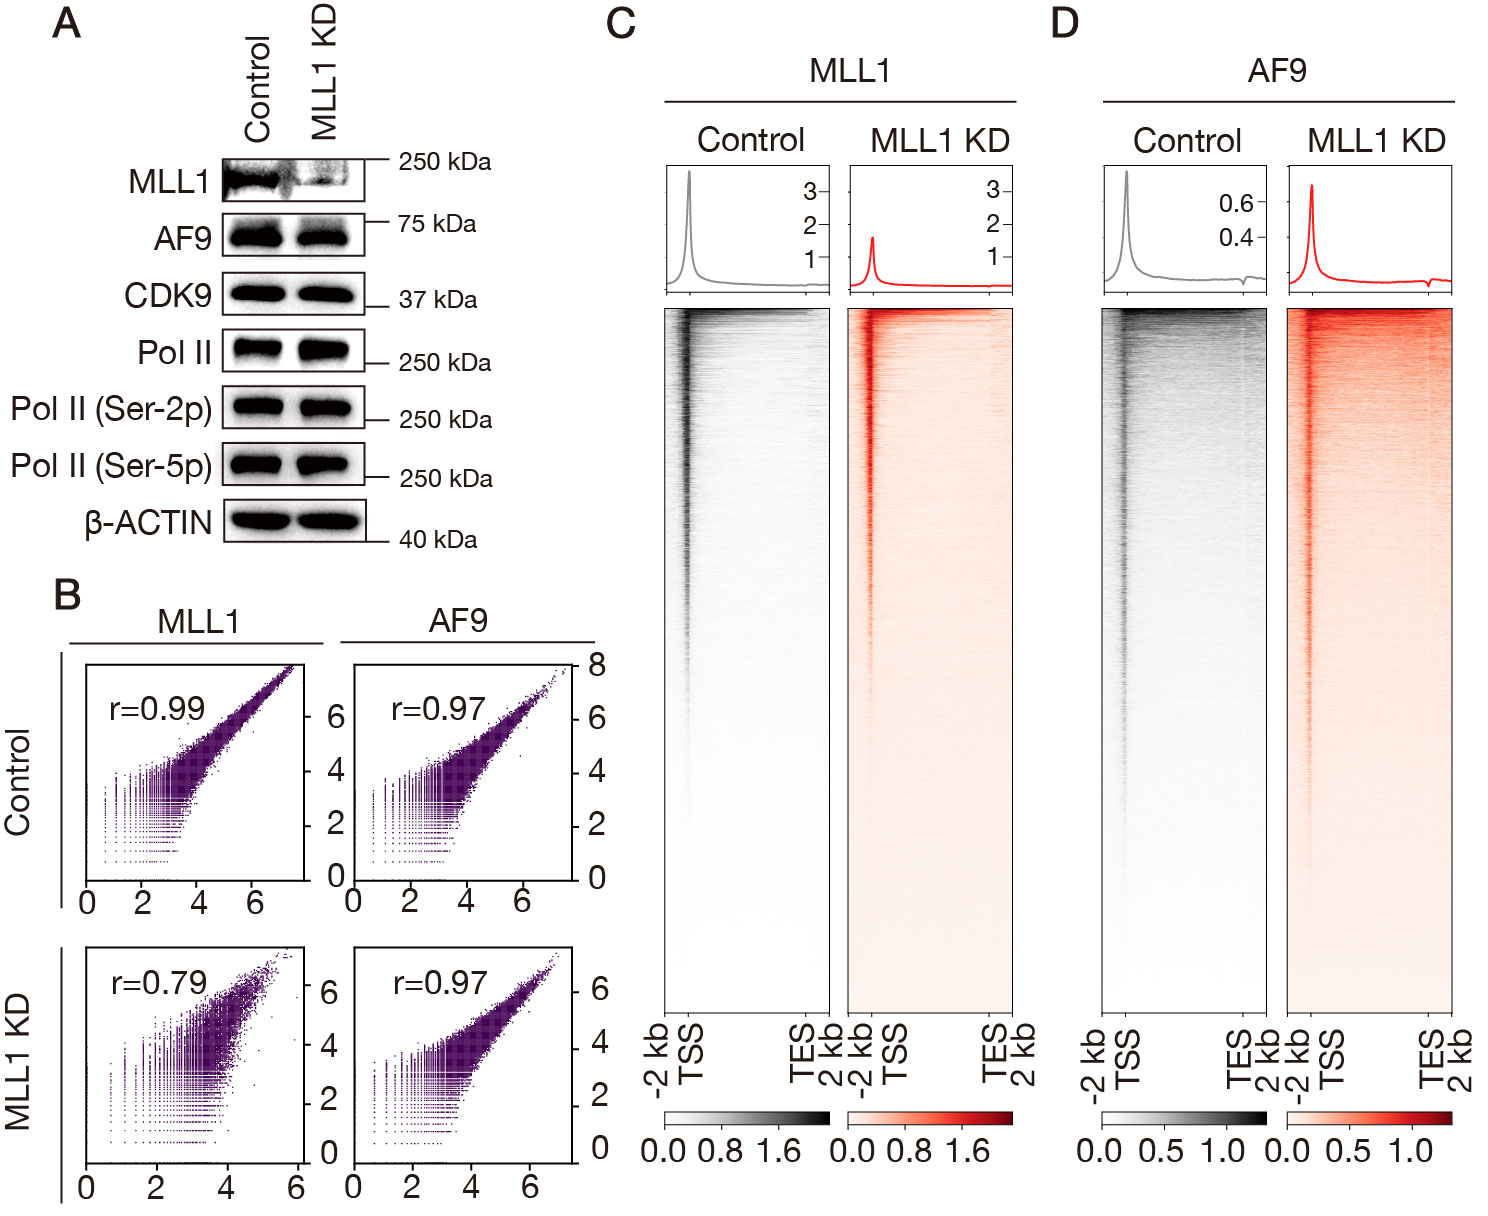

**Supplementary Figure 2. MLL1 knockdown by shRNA#2 minimally affected chromatin occupancy of AF9.**

*A*, Western blot (WB) comparing cellular level of MLL1, AF9, Pol II, Pol II (Ser-2p) and Pol II (Ser-5p) in control and MLL1 KD cells. *B*, Correlation plots for biological replicates of MLL1 and AF9 CUT&Tag experiments (n=2). *C* and *D*, Genome-wide meta-gene profiles and heatmaps of MLL1 (*C*) and AF9 (*D*) CUT&Tag experiments in control and MLL1 KD cells.

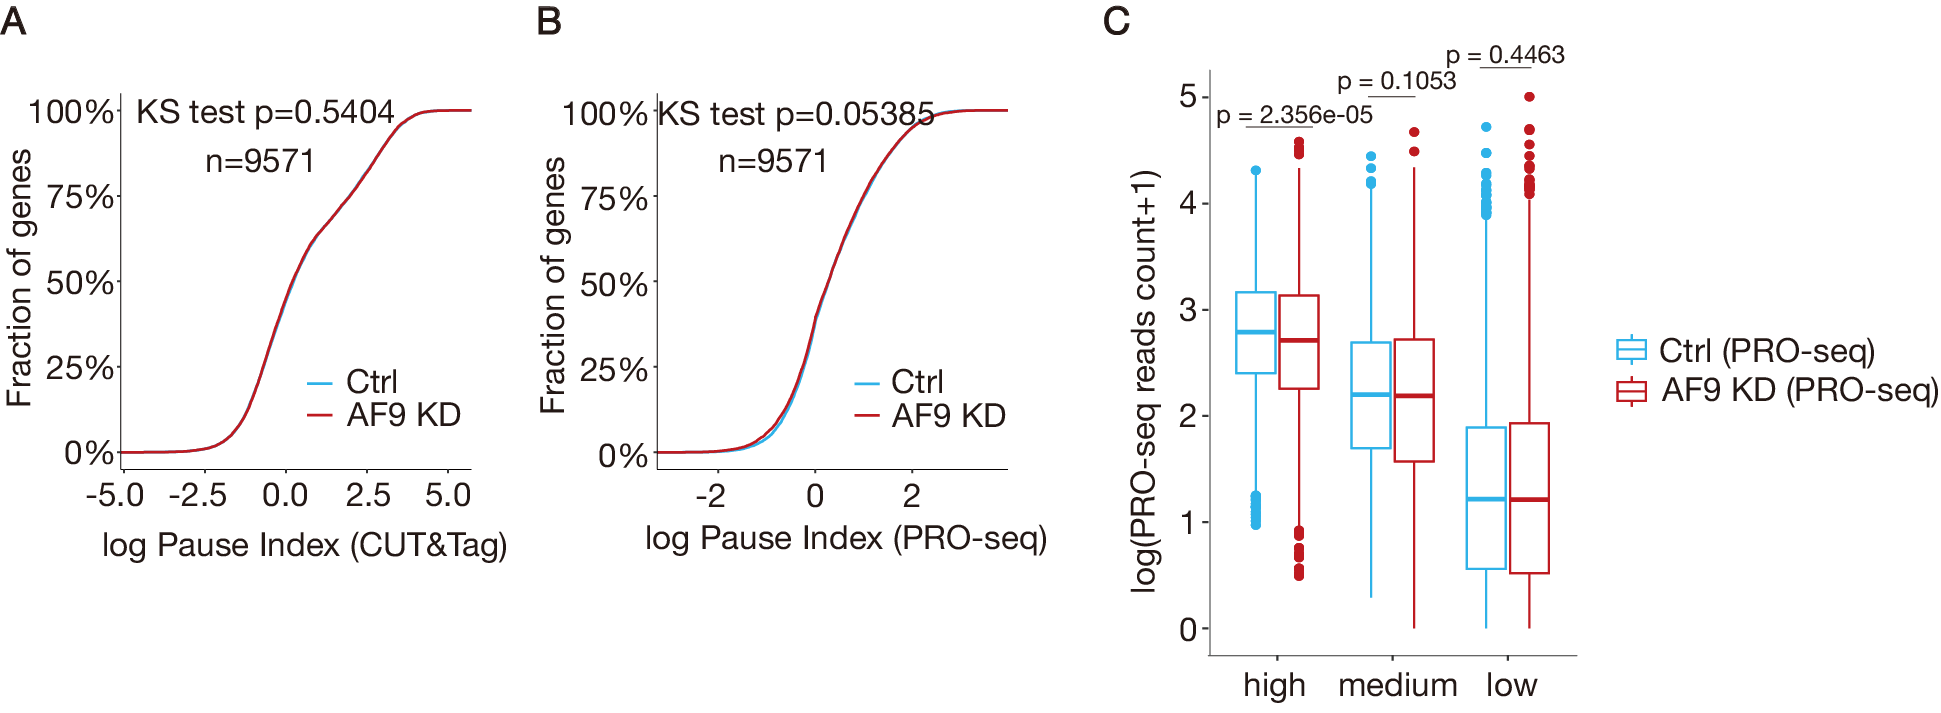

**Supplementary Figure 3. AF9 knockdown affects promoter-proximal pause of a small number of highly paused genes.**

*A*, Comparison of TR of Pol II in control and AF9 KD cells using the total Pol II CUT&Tag data. *B*, Comparison of TR of engaged Pol II in control and AF9 KD cells using the PRO-seq data. *C*, Group-wise comparison of TR of engaged Pol II in control and AF9 KD cells using the PRO-seq data. Genes expressed in control cells were divided into three groups, i.e., highly paused (PI ≥ 3), moderately paused (1.5 ≤ PI < 3) and non-paused (PI < 1.5), and PI of genes in control and AF9 KD cells was compared group-wisely.

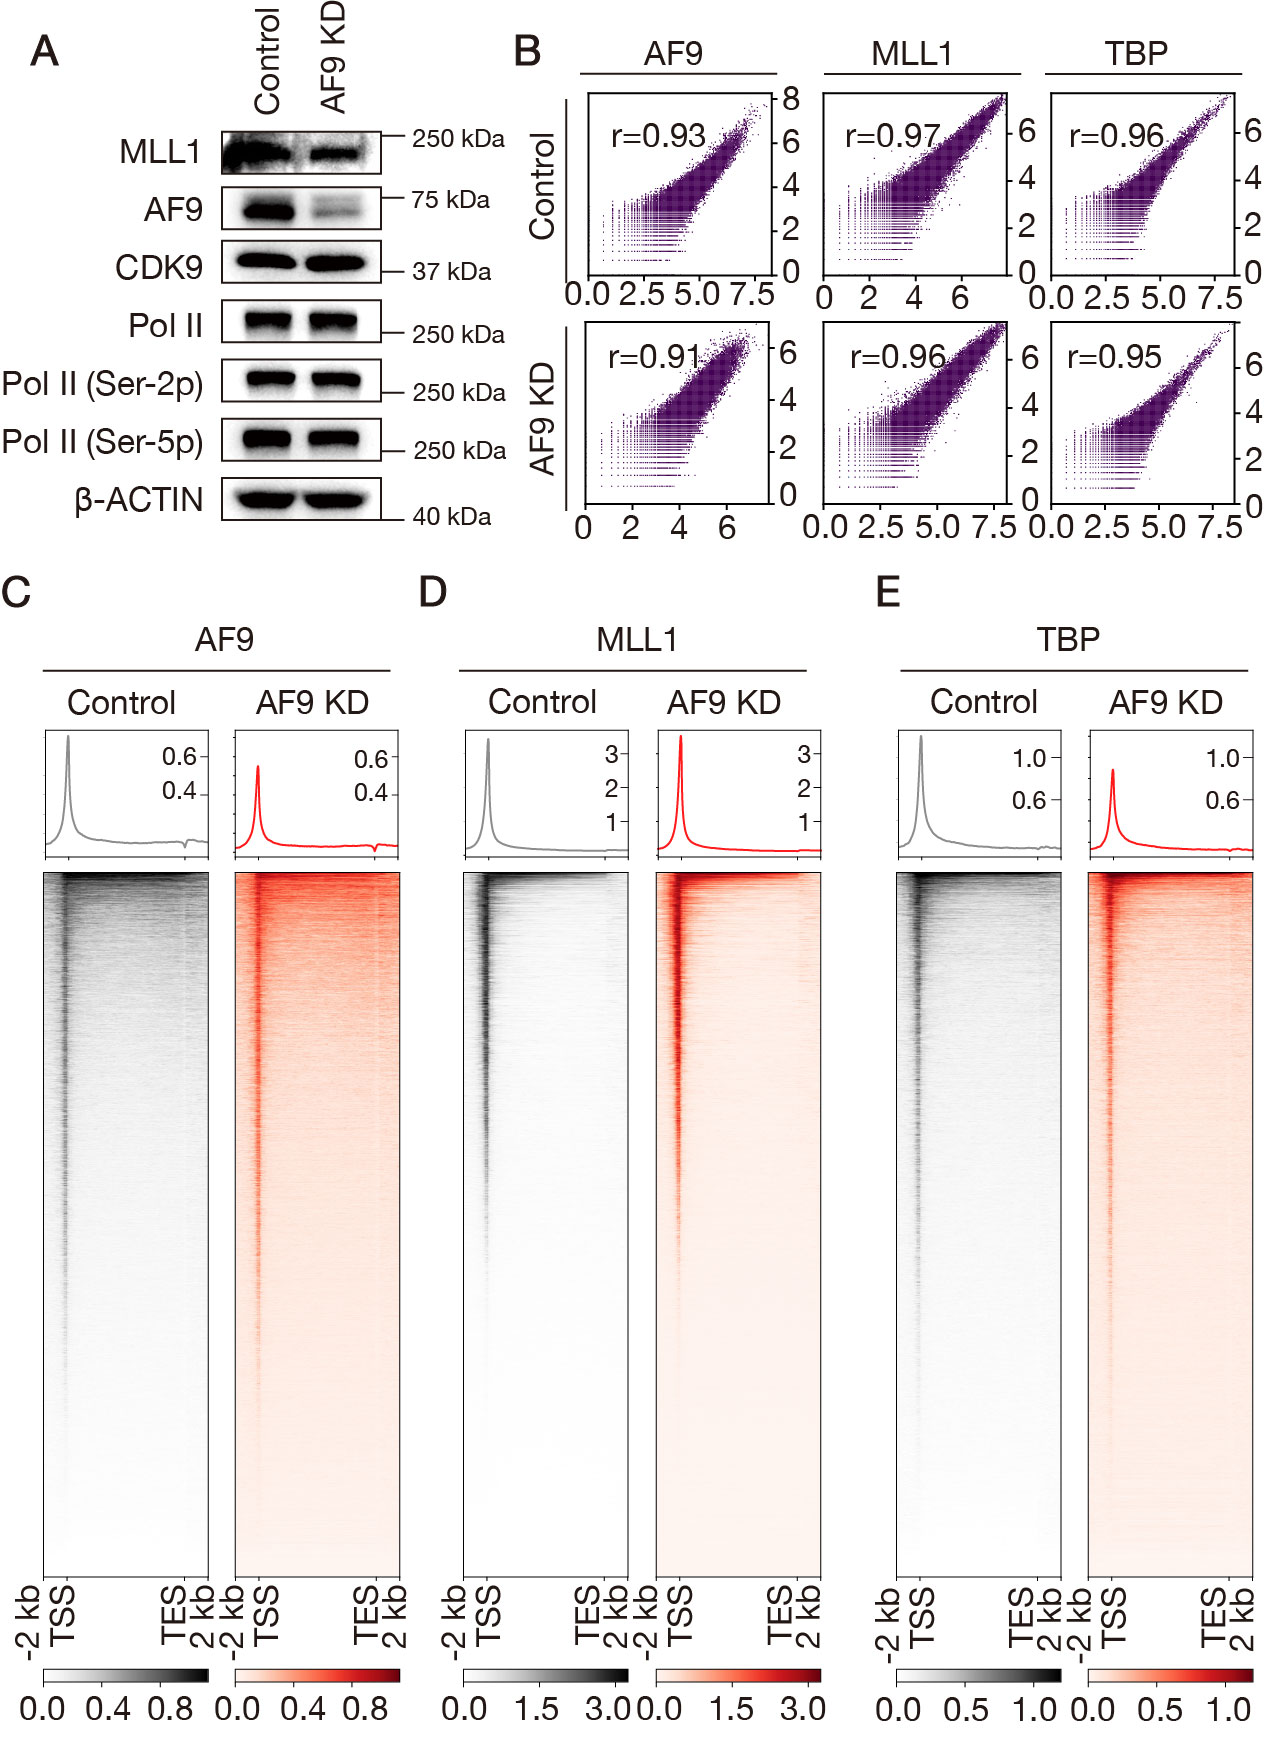

**Supplementary Figure 4. AF9 knockdown by shRNA#2 minimally affected chromatin occupancy of MLL1.**

*A*, Western blot (WB) comparing cellular level of MLL1, AF9, Pol II, Pol II (Ser-2p) and Pol II (Ser-5p) in control and AF9 KD cells. *B*, Correlation plots for biological replicates of AF9, MLL1 and TBP CUT&Tag experiments (n=2). *C, D* and *E*, Genome-wide meta-gene profiles and heatmaps of AF9 (*C*), MLL1 (*D*) and TBP (*E*) CUT&Tag experiments in control and AF9 KD cells.

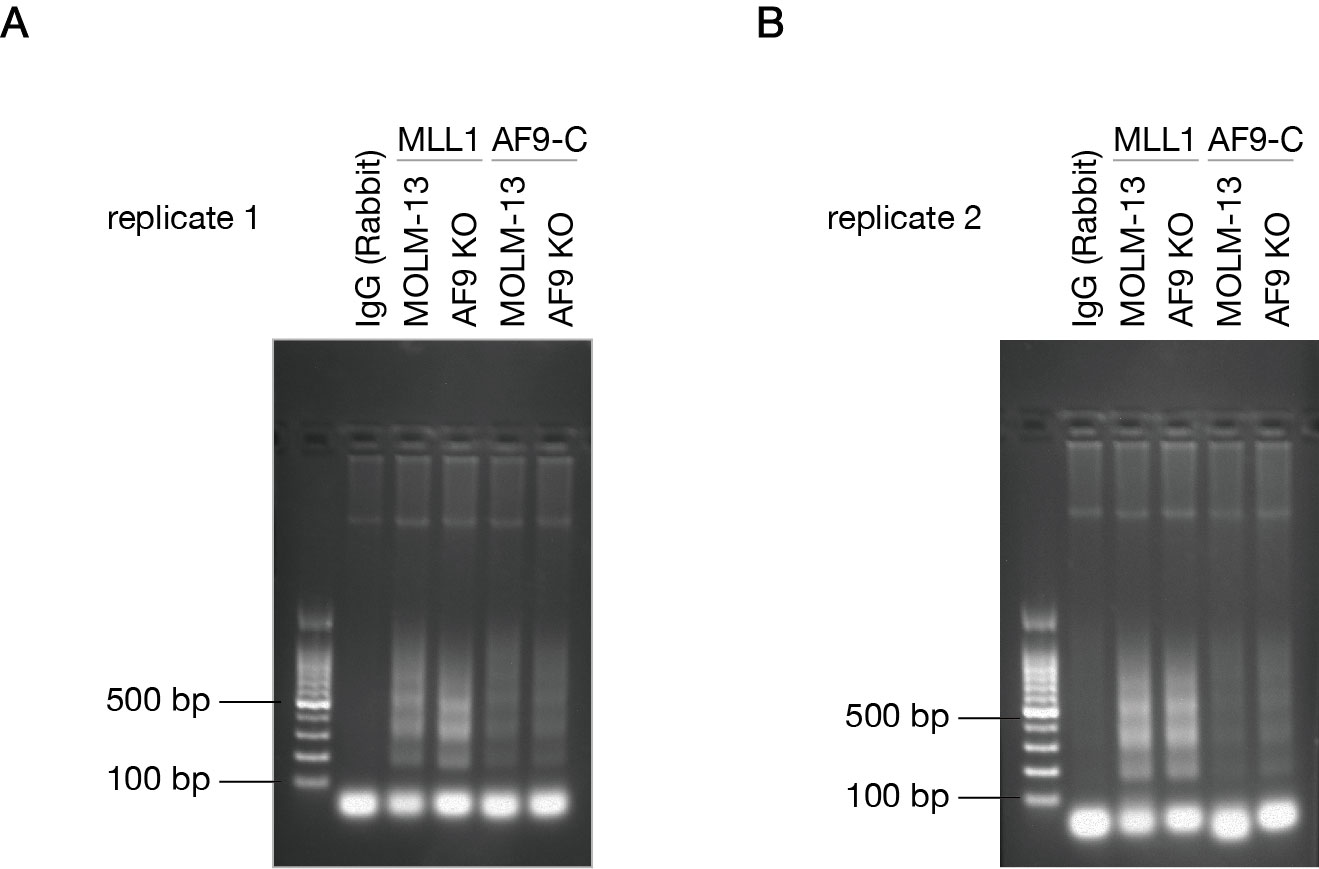

**Supplementary Figure 5. Agarose gel pictures of CUT&Tag experiments in MOLM-13-AF9 KO cells.**

*A* and *B*, Agarose gel pictures of biological replicates 1 (*A*) and 2 (*B*) of MLL1 and MLL-AF9 (using AF9-C antibody) CUT&Tag experiments in control (MOLM-13) and MOLM-13-AF9 KO cells.

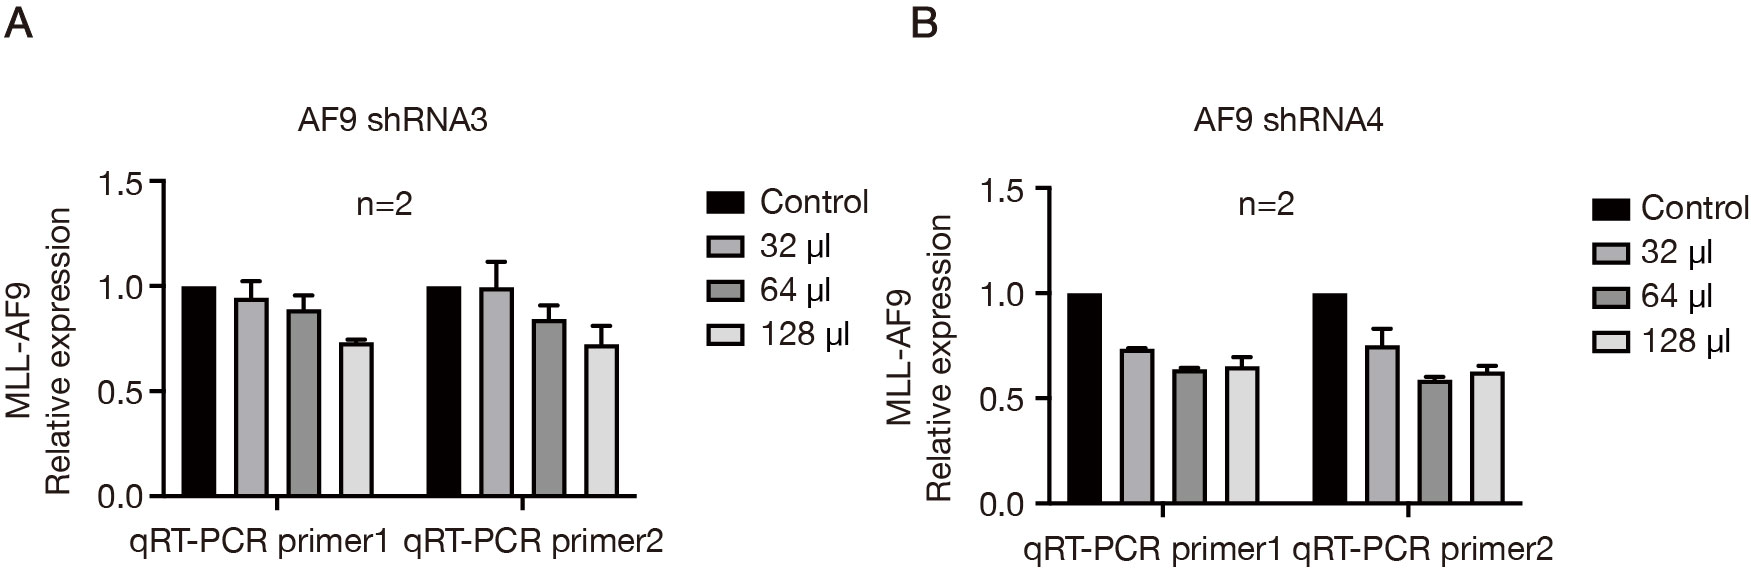

**Supplementary Figure 6. qRT-PCR results of MLL-AF9 knockdown by AF9 shRNAs in MOLM-13-AF9 KO cells.**

*A* and *B*, qRT-PCR results of MLL-AF9 knockdown by different amount of lentiviral AF9 shRNAs #3 (*A*) and #4 (*B*) in MOLM-13-AF9 KO cells.

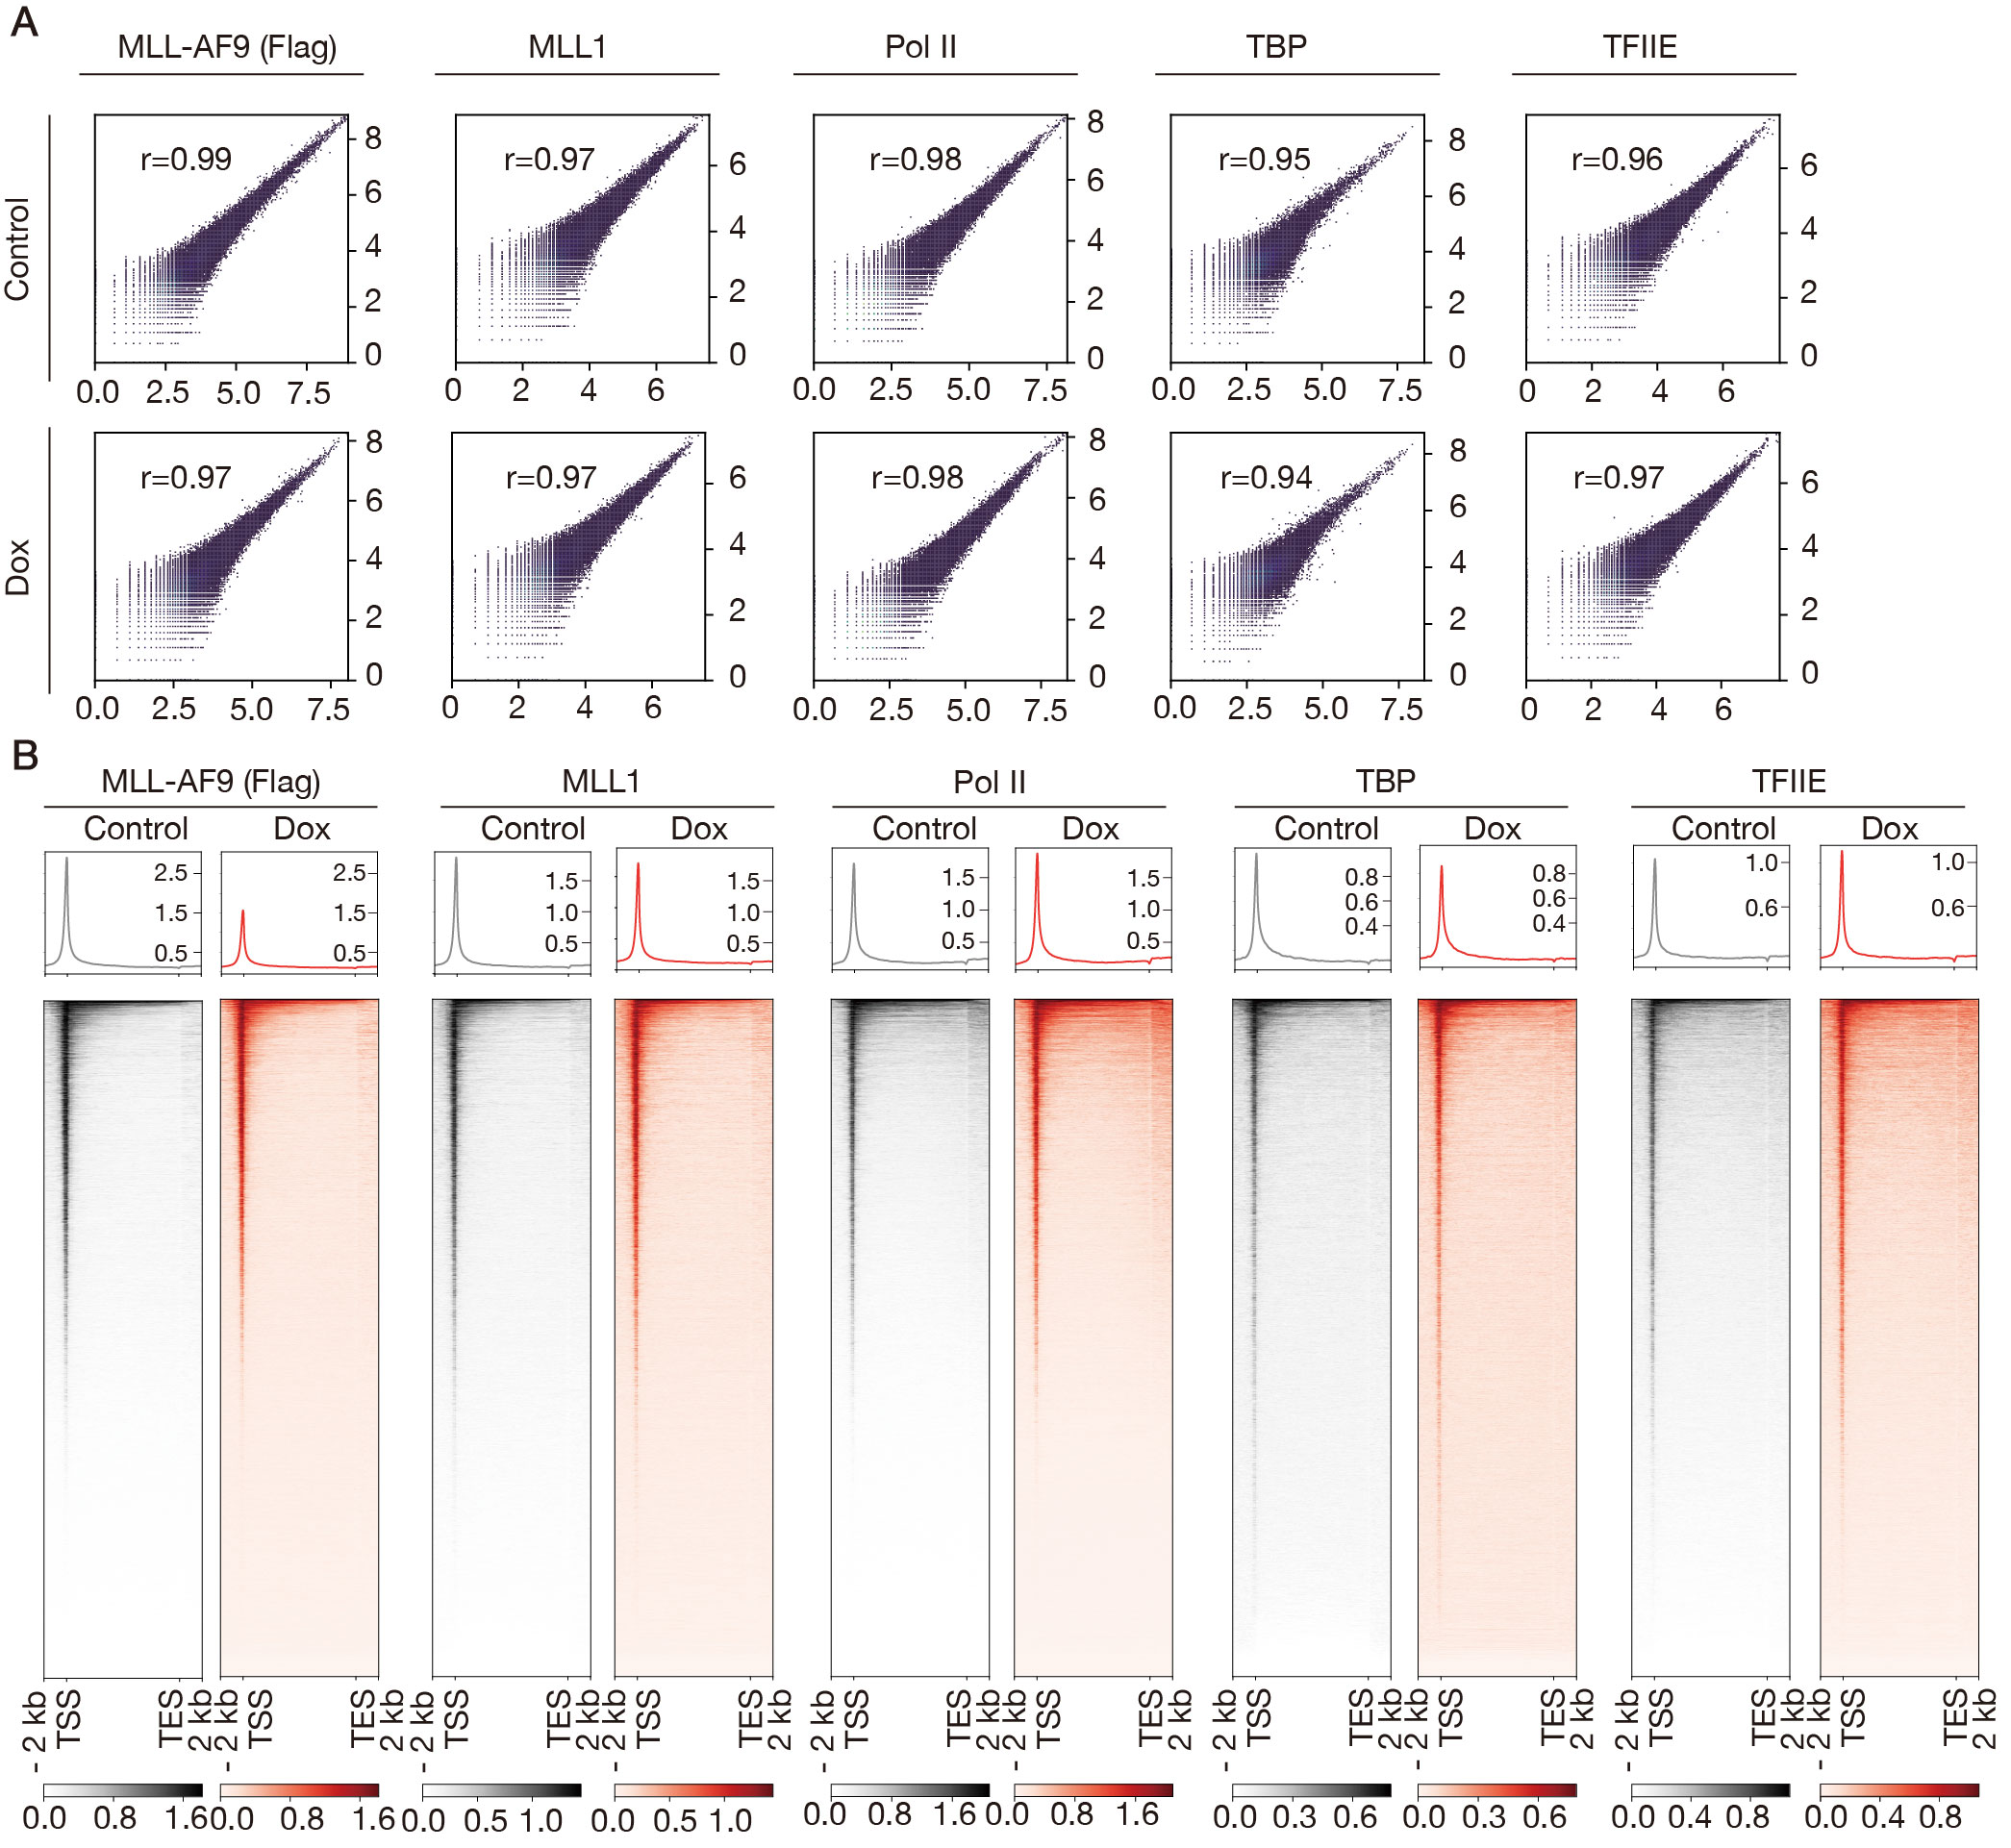

**Supplementary Figure 7. MLL-AF9 downregulation minimally affected global occupancy of MLL1, Pol II, TBP and TFIIE.**

*A*, Correlation plots for biological replicates of CUT&Tag for MLL-AF9, MLL1, Pol II, TBP and TFIIE in untreated and doxycycline (Dox) treated iMA9 cells (n=2). *B*, Genome-wide meta-gene profiles and heatmaps of MLL-AF9, MLL1, Pol II, TBP and TFIIE CUT&Tag experiments in untreated and doxycycline-treated iMA9 cells.

How the deposited data were processed for this re-analysis (not part of the article)

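RNA-seq of HEL cells was processed for the statements about gene expression after knockdown of MLL1 and of AF9. The MLL1 experiment has 3 libraries of control cells and 3 of MLL1 KD cells, and the AF9 experiment has 2 libraries of control cells and 2 of AF9 KD cells, each with its own controls. All libraries of KD cells were made with shRNA #1. For every other experiment of the paper (CUT&Tag, PRO-seq and the MLL cells) no processed values were available, and none of it was analysed here.

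The authors filtered the reads with fastp version 0.13.1, mapped them with HISAT2 version 2.1.0 in the strand-specific setting and counted them per gene with featureCounts. Neither the version of featureCounts nor the annotation behind the gene symbols is stated. The deposited values are counts per gene and library. All are whole numbers, library totals differ, and genes with 0 in every library are listed, so no normalization or filter on genes is visible. Total counts were 7950659, 7107257 and 7746950 in control replicates 1, 2 and 3 of the MLL1 experiment, 10380241, 6966345 and 9159990 in the MLL1 KD replicates, and 12278989 to 14232408 in the AF9 experiment. Per library, 16415 to 17325 genes had at least 1 count.

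Gene symbols were joined to the GENCODE annotation version 44 of hg38. Of the 28103 symbols 25237 matched directly, 723 matched through an older symbol and 2143 did not match, so that 92.4% were matched, above the 80% required for the use of TPM. Gene length was taken from the merged exons, and GC content, transcript sequences and seed matches from the canonical transcripts. The overlap of a gene with other genes was measured as the percentage of the 31-base stretches of its canonical transcript that occur in any annotated transcript of another gene.

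Counts were analysed with R version 4.3.3, edgeR version 4.0.16 (TMM factors, glmQLFit and glmQLFTest), DESeq2 version 1.42.0 (Wald test, no shrinkage) and limma version 3.58.1 (camera and fry), and with Python version 3.11.15, pandas version 2.3.3, numpy version 2.4.6 and matplotlib version 3.10.9. Genes with a mean TPM of at least 1 over the libraries of an experiment were tested. Calls required a fold change of at least 1.5 and an adjusted p value under 0.05. Log2 CPM values used a prior count of 2. A gene with at most 3 counts in every library of a group was treated as at the floor, and its fold change is given as a bound against 3 counts.

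The genes named are the 2 targeted genes, the genes that the paper names for HEL cells, the profiled factors and their paralogs, HOXA9 and MEIS1, for each experiment the 5 largest rises and the 5 largest falls among called genes whose KD libraries all lie on one side of the control libraries, and all genes called in both experiments if there are at most 30. Genes named outside this rule are marked as such, and the names of some genes on the lists are not reported here. The rule, the thresholds, the gene lists, the comparisons and most alternatives were set before the data were examined. These alternatives were DESeq2 on the same genes, DESeq2 on all genes followed by the filter on mean TPM, DESeq2's size factors or total counts in the edgeR fit, no filter beyond 1 count, edgeR's filterByExpr, a mean TPM of at least 5, no fold change threshold, a fold change of at least 2, the replicate number as a block, and each library left out in turn. Other alternatives were chosen after seeing the data. They are offsets from each library's lowess trend (span 0.3) with GC content or transcript length, alone or with the replicate block, DESeq2 with the block, the block in the MLL1 fit alone, replicate 1 against replicates 2 and 3 as a batch term, replicates 2 and 3 alone, edgeR's newer quasi-likelihood method, TPM from the length of the canonical transcript, fry with the block, the gene lists with a library left out, and the seed matches with the block.

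Whether replicate numbers pair the libraries was checked from the deviations of each library from its group's mean log2 CPM. In the MLL1 experiment the deviations of same-numbered control and MLL1 KD libraries had correlations of 0.648, 0.326 and 0.352. Those of replicate 1 with replicates 2 and 3 of the other group lay between -0.509 and -0.454, and those of replicates 2 and 3 across groups were 0.359 and 0.369, so the numbers mark replicate 1 and do not order replicates 2 and 3. In the AF9 experiment the correlation was 0.156.

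Gene lists were tested with camera at an inter-gene correlation of 0.01, a two-sided test, with Benjamini-Hochberg adjustment over 7 lists in both experiments, and with fry and with the correlation estimated per list as alternatives. The lists cover sterol biosynthesis, subunits of the SEC and DOT1L complexes, subunits of COMPASS-like complexes, the HOXA cluster, erythroid genes, megakaryocyte genes and interferon-stimulated genes, and no gene is on more than 1 list. For each shRNA, the presence of matches to its guide strand's seed (positions 2 to 8) was recorded in the 3′ UTR of canonical transcripts. Genes that fell were compared with the other genes tested by a one-sided Fisher's exact test, and the log2 fold changes of genes with and without a match by a one-sided permutation test with 100000 resamples. Seeds rearranged from the same bases served as controls.

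The tests were tested on simulated data with 200 genes changed by 1 on the log2 scale. Simulated MLL1 libraries kept the replicate effects of the real ones, made equal for same-numbered libraries, so the replicate block held by construction. Simulated AF9 libraries had no replicate effects. Of the 200 changed genes, edgeR without a block recovered 0 in the design of the MLL1 experiment, DESeq2 102 and edgeR with the replicate block 175. The latter also called 7 unchanged genes. In the design of the AF9 experiment edgeR recovered 173 and DESeq2 155, with 5 and 1 unchanged genes called. With GC content offsets edgeR recovered 0 and 173. A list of 20 genes lowered by 0.5 gave camera p values of 6.49e-18 and 1.52e-20 in the 2 designs, and random lists gave 0.601 and 0.568. Counts of each gene were drawn independently of other genes, and the lists were taken at random. These values therefore do not show how camera behaves for lists of genes that change together. When genes with a seed match were lowered by 0.2, the difference of medians was -0.20 and -0.19, and when nothing was lowered the permutation p values were 0.619 and 0.969.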

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

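For the sterol biosynthesis genes, the tests against GC content and against differences between cultures were chosen only after the result was seen. The camera and fry p values of the tests against technical explanations were adjusted over the lists of both experiments after the unadjusted values had been seen; the adjustment changed no outcome.

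Erythroid genes fell in MLL1 KD cells, a signal in genes outside those that the paper discusses. Of the 22 genes on the list 20 were tested, and HEL cells express them in control cells too. Their median log2 fold change was -0.31, and 16 of the 20 fell (camera, two-sided, Benjamini-Hochberg adjusted p = 4.3e-06; fry 7.3e-04; camera with the correlation estimated per list 0.0728). Adjusted over the list alone, 3 genes had an adjusted p value under 0.05 in edgeR's quasi-likelihood test, HEMGN, ALAS2 and HBE1, named after their values were seen, and adjusted over all genes none did; 6 had an unadjusted p value under 0.05. With the replicate block 8 were called down and none up. The median differences between MLL1 KD and control cells of replicates 1, 2 and 3 were -0.37, -0.42 and -0.25, and with 1 library left out the median lay between -0.31 and -0.22. The tables argue against GC content (limma's camera, adjusted p = 3.71e-09 with GC content offsets and the block), against reads shared between globin or glycophorin copies as the whole cause (camera, adjusted p = 0.00512 for the other 11 genes, whose median was -0.11), and against the difference of replicate 1 from the other replicates as the cause (camera, adjusted p = 7.34e-11, and fry, adjusted p = 0.00705, among replicates 2 and 3 alone, median -0.32). Replicates 2 and 3 lay close together, with a chi-square per degree of freedom of 2.40 in control and 2.69 in MLL1 KD cells. The p values among replicates 2 and 3 alone may therefore not measure the spread between separate cultures. Over all 6 libraries, only 1 of the 10 splits, the real one, gave an unadjusted camera p value as small. The other 9 splits gave 0.0117 to 0.252. With the block the real split had an unadjusted camera p value of 4.31e-10, and the other 3 splits that part all pairs of same-numbered libraries had 0.0184 to 0.0743. Because 10 splits cannot give a share under 0.1, the share by itself does not exclude a chance split, although the values of the real split lie apart from the others. The size of the list's p value also depends on the correlation assumed between its genes, as the value of 0.0728 shows. A loss of erythroid expression with MLL1 remains a possible explanation that these libraries leave open.

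Sterol biosynthesis genes fell in AF9 KD cells. The paper shows the sterol biosynthetic process among the pathways enriched in AF9 direct target genes (Fig. 3H) and does not discuss the direction of these genes. Those target genes were defined in part by the RNA-seq of the same experiment. The p values given here are therefore no independent support for that enrichment. The median log2 fold change of the 23 genes was -0.60, and 19 of them fell (camera, two-sided, Benjamini-Hochberg adjusted p = 2.1e-17). Adjusted p values were 0.00525 with fry, 0.0648 with fry and the replicate block, and 0.0728 with camera and the correlation estimated per list. Of the 23, 12 were called down, 17 had an adjusted p value under 0.05 in edgeR's quasi-likelihood test, both over all genes and over the list alone, and in 17 both AF9 KD libraries lay below both control libraries, where chance gives a separation in either direction to 0.333 of the genes. With 1 library left out the median lay between -0.68 and -0.56. The values argue against GC content as the cause (limma's camera, adjusted p = 7.04e-25, and median -0.66 with GC content offsets). They also argue against seed matches of the AF9 shRNA in the genes' own 3′ UTRs as the whole cause. The 18 genes without a match had a median of -0.516, and the 5 with a match had -0.8575. An effect of the shRNA's seed through other genes was not tested. The list's highest percentages of shared 31-base stretches are 91.5% in CYP51A1, 65.5% in HSD17B7, 55.9% in EBP and 20.3% in FDPS, so that part of their reads cannot be assigned to 1 gene. Differences between cultures that do not depend on AF9 stay open. Between control libraries of the MLL1 experiment the same list had a median difference of 1.06 (replicate 1 less replicates 2 and 3), and among MLL1 KD libraries 1.01, which is larger in size than the -0.59 between AF9 KD and control cells on the same scale. Replicates 2 and 3 of the MLL1 experiment differed by -0.01 in control and by -0.02 in MLL1 KD cells, and the replicates of the AF9 experiment by 0.03 and -0.07. With 2 libraries per group, a difference in culture conditions between AF9 KD and control cells could give the same fall, and AF9 itself stays among the open explanations.

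CD24 rose in MLL1 KD cells and fell in AF9 KD cells, a difference between the effects of the 2 knockdowns. The log2 fold change in AF9 KD cells less that in MLL1 KD cells was -3.49 (standard error 0.23, adjusted p = 0.000377 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 fit over all 10 libraries). All 3 MLL1 KD libraries lay above all controls and both AF9 KD libraries below theirs. In that fit 172 of the 12729 genes had an adjusted p value under 0.05, and for PRG2 the same difference was 0.38 (adjusted p = 0.644). The value of 0.000377 argues against scatter between libraries, and GC content offsets left both calls past the threshold in opposite directions, with 0.0312 as the larger adjusted p value. CD24 shares 14.7% of its 31-base stretches with other genes, mostly with the pseudogene CD24P4. The 3′ UTR of CD24 holds at least 1 seed match of the AF9 shRNA. The fall in AF9 KD cells may therefore come from the seed of the shRNA and not from AF9. CD24 was also higher in the control cells of the AF9 experiment than in those of the MLL1 experiment, by 1.92 on the log2 scale, so that the 2 knockdowns started from different levels. A second shRNA, for which no RNA-seq values were available, was not analysed here.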

How the results depend on the processing

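MLLT3 in AF9 KD cells kept its direction in every alternative, with log2 fold changes from -2.53 to -2.23. It kept its call in every alternative from which calls were made, which leaves out the fits with 1 library left out of a group of 2. In the fits without a block the counts of genes called in AF9 KD cells stayed within 1.5 times the reported ones (531 to 787 downregulated, 756 to 1415 upregulated) except for 438 downregulated genes with total counts, 482 upregulated genes with GC content offsets, 1940 and 1922 without a fold change threshold and 138 and 372 at a fold change of at least 2; these 2 settings move the counts by their construction. Of the 46 results for named genes, 10 were counted as keeping their direction and their side of the thresholds in every alternative (without a call, a value within the spread between replicates). The 10 include GLUL in AF9 KD cells, although its log2 fold change without replicate 1 of AF9 KD cells was -0.58, short of 1.5-fold. Apart from fits with a library left out, 13 became weaker, 11 stronger, 6 moved and 15 reversed, counted per alternative. With a library left out 45 became weaker, 1 stronger, 18 moved and 6 reversed. The 6 are those of CDK9, POLR2A and MLLT1 in MLL1 KD cells. They leave out GATA2, MYC and TBP in AF9 KD cells, whose sign also changed with a library left out. The 45 leave out ANXA1 and TSPAN32 in AF9 KD cells, which then fell short of 1.5-fold. Alternatives chosen after seeing the data are GC content and transcript length offsets, DESeq2 with the replicate block, the block in the MLL1 fit alone and the batch term. So are replicates 2 and 3 alone, edgeR's newer quasi-likelihood method and TPM from the length of the canonical transcript. Also chosen then were fry with the block, the gene lists with a library left out and the seed matches with the block.

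In MLL1 KD cells the counts of downregulated and upregulated genes were 119 and 113 with DESeq2 on the same genes, 111 and 107 with DESeq2 on all genes followed by the filter, 3 downregulated with total counts, 14 and 18 without a filter, 360 and 319 with the replicate block, 352 and 313 with GC content offsets and the block, 257 and 213 with DESeq2 and the block, 393 and 356 with replicate 1 against replicates 2 and 3 as a batch term, 354 and 312 with transcript length offsets and the block, and 343 and 361 among replicates 2 and 3 alone. Across the fits that each left out 1 library they ranged from 0 to 25 and from 0 to 28, highest without replicate 1 of MLL1 KD cells; in the 5 fits without a call, 901 to 1384 genes had an unadjusted p value under 0.05. All fits that gave over 200 genes per direction took the replicates into account or left out replicate 1. In the simulated data edgeR without a block recovered 0 of 200 changed genes with the replicate effects of these libraries, so that the low counts without a block do not show that few genes changed. For the other alternatives the cause was not tested.

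KMT2A in MLL1 KD cells was past the thresholds, with adjusted p values from edgeR's quasi-likelihood test or DESeq2, at a log2 fold change of -0.65 with DESeq2 on the same genes (adjusted p = 1.1e-06), of -0.65 with DESeq2 on all genes (6.5e-06), of -0.66 with the block (3.5e-07), of -0.66 with GC content offsets and the block (3.9e-07), of -0.65 with DESeq2 and the block (1.0e-12), of -0.66 with the batch term (8.6e-09), of -0.68 with length offsets and the block (3.0e-07) and of -0.64 among replicates 2 and 3 alone (4.3e-33). With 1 library left out it ranged from -0.67 to -0.64, past the thresholds only without replicate 1 of MLL1 KD cells (-0.65, adjusted p = 0.0416). Over all alternatives the adjusted p value ranged from 4.3e-33 to 0.477. The lowest came from replicates 2 and 3 alone, which lay close together, so it may not measure the spread between separate cultures. The block changed the calls of KMT2A, GLUL, UBASH3A, ANXA1 and MEIS1 in MLL1 KD cells and no other call of a named gene. In the AF9 experiment the deviations of same-numbered libraries had a correlation of 0.156. With 2 libraries per group this leaves open whether the numbers pair the libraries. In AF9 KD cells the block gave 737 downregulated and 1220 upregulated genes and changed no call of a named gene. With GC content offsets and the block there were 592 and 542, and with DESeq2 and the block 529 and 657. These 2 counts of upregulated genes lie under the reported 1069 by more than 1.5 times. With fry and the block the sterol genes in AF9 KD cells had an adjusted p value of 0.0648, against 0.00525 with fry alone.

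Genes called in both experiments numbered 2, and 39 with DESeq2 on the same genes (one-sided Fisher's exact test, p = 4.52e-04), 36 with DESeq2 on all genes (9.7e-04), 10 without a filter (0.00176), 148 with the block (8.12e-12), 111 with GC content offsets and the block (7.49e-18), 74 with DESeq2 and the block (1.26e-06) and 131 with the block in the MLL1 fit alone (8.43e-10). At a fold change of at least 2 the number was still 2 and with GC content offsets 3, but with fewer genes called in AF9 KD cells the p values fell to 0.0322 and 0.0121. With 1 library left out they numbered 0 to 13, the latter without replicate 1 of MLL1 KD cells. The correlation of the log2 fold changes, 0.087, was 0.028 without a filter, 0.045 with replicates 2 and 3 of the MLL1 experiment alone, and -0.00143 to 0.119 with 1 library left out. The cause was not tested.

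For the directions that reversed the cause was not tested. In MLL1 KD cells CDK9 went from -0.00 to 0.00398 with DESeq2 on the same genes, 0.00216 with DESeq2 on all genes, 0.00389 with DESeq2's size factors, 0.00273 at a mean TPM of at least 5, 0.00317 with the block, and -0.13 to 0.17 with 1 library left out; POLR2A ranged from -0.0715 to 0.23 and MLLT1 from -0.00735 to 0.13 with 1 library left out. In AF9 KD cells GC content offsets reversed GATA2 to -0.27, MYC to 0.0187, POLR2A to -0.14, TBP to 0.0556, MLLT1 to -0.22, KMT2B to -0.23 and the median of the erythroid list to -0.0286; total counts reversed MYC to 0.0696 and TBP to 0.0666; and a mean TPM of at least 5 reversed MYC to 0.00474 and TBP to 0.00182.

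Of the gene lists, with p values adjusted by the Benjamini-Hochberg method over both experiments, camera with the correlation estimated per list left none under 0.05: -0.31 and 0.0728 for erythroid genes in MLL1 KD cells, and in AF9 KD cells -0.60 and 0.0728 for sterol biosynthesis, -0.14 and 0.388 for SEC and DOT1L subunits and -0.15 and 0.388 for megakaryocyte genes. With fry the latter 2 had 0.0566. With fry and the block the sterol genes in MLL1 KD cells had a median of -0.0832 and 0.00494. Their median was -0.59 without replicate 1 of MLL1 KD cells (0.00174) and 0.45 without replicate 1 of control cells (0.0653), where the 2 groups hold replicate 1 in unequal number. With 1 library left out the medians in MLL1 KD cells ranged from -0.00297 to 0.0572 for SEC and DOT1L subunits, from -0.0586 to 0.20 for COMPASS-like subunits, from -0.29 to 0.0858 for the HOXA cluster and from -0.0125 to 0.20 for interferon-stimulated genes (0.0315 without replicate 1 of MLL1 KD cells and 0.0344 without replicate 2 of control cells), and in AF9 KD cells from 0.14 to 0.39 for COMPASS-like subunits, from -0.0283 to 0.37 for the HOXA cluster, from -0.32 to -0.16 for megakaryocyte genes and from -0.29 to -0.15 for interferon-stimulated genes. The odds ratio of seed matches among genes that fell in MLL1 KD cells, 1.41, was 0 with guide positions 2 to 7 followed by A, 0.748 in whole transcripts and 0 for the passenger strand, each from 5 genes that fell. Apart from the use of replicate 1, the cause was not tested.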

Differences from the paper's values

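In MLL1 KD cells 5 genes were downregulated and 4 upregulated, against the paper's 108 and 105. Of the alternatives set before the data were examined, 2 gave counts within 1.5 times the paper's. DESeq2 on all genes followed by the filter on mean TPM, the test and the order of steps in the supplementary methods, gave 111 downregulated and 107 upregulated genes, and DESeq2 on the genes that passed the filter gave 119 and 113. The others did not: DESeq2's size factors in the edgeR fit gave 5 and 5, total counts 3 and 3, no filter beyond 1 count 14 and 18, filterByExpr 5 and 4, a mean TPM of at least 5 gave 5 and 3, no fold change threshold 5 and 4, a fold change of at least 2 gave 5 and 4, and the replicate block 360 and 319. With 1 library left out the counts were 0 to 25 and 0 to 28. The counts of 0, in 5 of the 6 such fits, go with 901 to 1384 genes at an unadjusted p value under 0.05.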

Other observations

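The tests of replicate 1 of the MLL1 experiment, of normalization for the genes that rose in AF9 KD cells, of GC content within groups, of GC content for the 2 sets of control cells and of random gene orders on chromosome 10 were chosen only after the result was seen.

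Other splits of the 6 libraries of the MLL1 experiment were fitted in the same way. Only 1 of the 10 splits, the real one, called as many as 9 genes, and the other 9 splits called 0. At an unadjusted p value under 0.05 the real split had 1435 genes, the 4 splits with replicate 1 of both groups on the same side had 1681 to 2025, more than the real one, and the other 5 had 55 to 79. With the replicate block only 1 of the 4 splits that part all 3 pairs of same-numbered libraries, again the real one, called as many as 679 genes, and the other 3 called 2, 0 and 0, with 78, 93 and 211 genes at an unadjusted p value under 0.05 against 3842 in the real split. With so few splits the share cannot go under 0.05 whatever the values, so it does not exclude a chance split by itself. With the block the counts of the real split lie far above those of the other 3.

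Replicate 1 of control and of MLL1 KD cells deviated from its group in the same genes. The correlation of the 2 deviations was 0.637 after each library's trend with GC content was taken out, 0.646 after the trend with transcript length was taken out and 0.644 after all libraries were thinned to the smallest total, which argues against GC content, transcript length and sequencing depth as the cause. The correlations of replicates 2 and 3 were first meant to enter these tests and are left out, since centring on a group with replicate 1 far off makes them correlate whatever their numbers. A separate culture or preparation of replicate 1 stays open; the labels name none, and no biological explanation was tested.

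Among the genes past the fold change of 1.5, more rose than fell in AF9 KD cells. With TMM factors and no fold change threshold 1940 fell and 1922 rose, so with this scaling the excess lies in the larger changes. Because these factors center on the typical gene, that balance does not show where the excess lies with another scaling. The lowest share of rising genes among calls was 61.3% over TMM, DESeq2's size factors and total counts, but the first 2 both center on the typical gene and total counts moved the share to 76.4%, so the dependence on scaling stays open. With transcript length offsets the share was 59.1%, which argues against length as the cause of the excess. With GC content offsets the share was 46.6%. The fold changes also follow GC content between replicates of the same cells: the differences between replicates 1 and 2 had a Spearman's rho with GC content of 0.436 in control cells and 0.401 in AF9 KD cells, against 0.493 for the fold changes. The excess of rising genes may therefore come from differences in GC content between libraries; a change in GC-rich genes after loss of AF9 stays open, since offsets would remove it too.

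Genes that fell in AF9 KD cells had seed matches of the AF9 shRNA more often than other genes (45.5% against 28.0%, odds ratio 2.15, one-sided Fisher's exact test, p = 6.79e-20). The seed is AT-rich, and 5 of 20 seeds rearranged from the same bases had an odds ratio as high (median 1.96, highest 2.53), so that the base composition of the 3′ UTRs gives such an excess without the seed. Genes with a match were lower by a difference of medians of -0.18 (one-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give), where the rearranged seeds had a median of -0.18. In MLL1 KD cells genes with a match of the MLL1 shRNA were not lower (difference of medians 0.01, one-sided permutation test, p = 0.987), and 1 of the 5 genes that fell had a match. These tests argue against seed matches in the genes' own 3′ UTRs as the cause of the falls as a whole. They exclude neither an effect on single genes nor an effect through other genes.

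The control cells of the 2 experiments differed. Of 14276 genes, 4244 were lower and 3965 higher in the control cells of the AF9 experiment than in those of the MLL1 experiment (fold change of at least 1.5 and adjusted p value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KMT2A was lower by a log2 difference of -1.36 (adjusted p = 3.47e-05) and MLLT3 higher by 1.44 (adjusted p = 5.96e-05). With transcript length offsets these were -0.99 and 1.45, with 0.000126 as the larger adjusted p value. The log2 differences follow GC content (Spearman's rho -0.468) more than transcript length (0.085). With GC content offsets 3496 genes were lower and 3304 higher, and KMT2A and MLLT3 had -1.52 and 0.72, with 0.000649 as the larger adjusted p value. This argues against transcript length and GC content as the whole cause for these 2 genes, while GC content takes part of the difference of MLLT3. The median of 57 histone genes, whose mRNAs mostly lack a poly(A) tail, was -8.87, which is -8.81 relative to all genes. Histone genes held 0.512% to 1.29% of the counts in the MLL1 experiment and 0.00738% to 0.0188% in the AF9 experiment, and RN7SK had 29482 to 51099 and 55 to 118 counts. The sample labels give poly(A) RNA for all 10 libraries. The difference of -8.81 is consistent with a selection of RNA at library preparation that was not the same in the 2 experiments. The experiment is confounded with any other difference between these cells and libraries, so levels were compared within an experiment only, apart from CD24 and the genes given here.

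A run of neighbouring genes on chromosome 10 was higher in all 4 libraries of the AF9 experiment than in all 6 of the MLL1 experiment. It holds 13 genes from ERLIN1 to LZTS2, named after their values were seen, from 100150094 to 101007836, with a median log2 difference of 3.35 (10.2-fold; 1.53 to 4.83), and all 13 separate the experiments. The neighbours DNMBP and SFXN3 had differences of 0.27 and 0.66. Among 11937 protein-coding genes in order, 0 of 1000 random orders gave a running median of 11 genes as high (the highest was 1.94), and after the trends with GC content and length were taken out the highest running median was still there, at 3.22, against 1.29 elsewhere. Chance order, GC content and length are thus argued against. A gain of copies of this stretch in the cells of the AF9 experiment is a candidate explanation that no DNA values were available to test; both groups of that experiment share it, so it is not an effect of the knockdown.

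The other gene lists are given as median log2 fold change and adjusted p value (camera, two-sided, Benjamini-Hochberg adjusted over 7 lists in both experiments), followed by the numbers of genes with an adjusted p value under 0.05 over the list alone and over all genes in edgeR's quasi-likelihood test, and for MLL1 KD cells and the HOXA cluster also with an unadjusted p value under 0.05. In MLL1 KD cells sterol biosynthesis had -0.04 and 0.713 (0, 0 and 1 of 23 genes), SEC and DOT1L subunits 0.03 and 0.849 (0, 0 and 0 of 14), COMPASS-like subunits 0.06 and 0.812 (1, which is KMT2A itself, 0 and 4 of 14), the HOXA cluster -0.11 and 0.812 (0, 0 and 1 of 9), megakaryocyte genes 0.08 and 0.664 (0, 0 and 4 of 14) and interferon-stimulated genes 0.15 and 0.168 (1, which is OAS1, 0 and 1 of 16). HOXA7 had at most 3 counts in the control libraries and lies above the median of its list at its bound too. In AF9 KD cells SEC and DOT1L subunits had -0.14 and 0.0144 (11 and 8 of 14, with MLLT3 itself), COMPASS-like subunits 0.27 and 0.173 (9 and 9 of 14), the HOXA cluster 0.21 and 0.812 (0, 1, which is HOXA10, and 2 of 6), erythroid genes 0.20 and 0.664 (15 and 10 of 20), megakaryocyte genes -0.15 and 0.015 (6 and 6 of 14) and interferon-stimulated genes -0.12 and 0.168 (3 and 3 of 15). OAS1 and HOXA10 were named after their values were seen. The 2 adjusted p values under 0.05 were above it with fry, with or without the replicate block, and with the correlation estimated per list. With camera at the preset correlation they were 0.0237 and 0.0192 with the block. With GC content offsets both were 0.000462, at medians of -0.10 for SEC and DOT1L subunits and -0.30 for megakaryocyte genes.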
